# SUMOylation of zebrafish transcription factor Zbtb21 affects its transcription activity

**DOI:** 10.7717/peerj.17234

**Published:** 2024-04-22

**Authors:** Zhou Fang, Yun Deng, Haihong Wang, Jun Zhou

**Keywords:** Zbtb21, SUMOylation, Transcription activity

## Abstract

**Background:**

Post-translational modification by Small Ubiquitin-like MOdifier (SUMO) is an important mechanism to regulate protein activity, protein stability, and localization of substrates. Zbtb21 is a zinc finger and BTB (Broad-complex, Tram-track and Bric à brac) domain-containing transcription factor. Bioinformatic prediction suggests several putative SUMOylated sites in Zbtb21 protein.

**Methods:**

Two evolutionarily conserved lysine residues in Zbtb21 protein were mutated alone or in combination to disrupt the binding with SUMO molecules. Western blot and co-immunoprecipitation analyses were performed to detect the SUMOylation state of wild type and mutant Zbtb21 proteins, respectively. Luciferase reporter assays were conducted to evaluate their transcription activities. Meanwhile, immunofluorescence staining was carried out to show their sub-nuclear localizations. Finally, co-immunoprecipitation was performed to detect the interaction between Zbtb21 and its partners.

**Results:**

Phylogenetically conserved lysines 419 and 845 of zebrafish Zbtb21 protein can be conjugated with SUMO molecules. SUMOylation does not affect the subcellular localization and protein stability of Zbtb21, as well as the interaction with Zbtb14 or Zbtb21. Nevertheless, luciferase reporter assays revealed that Zbtb21 is a dual-function transcription factor which exerts activation or repression effect on different promoters, and SUMOylation can modulate the transcriptional activity of Zbtb21 in regulating downstream target genes. Hence, Zbtb21 is identified as a novel substrate of SUMOylation, which would be important for its function.

**Conclusions:**

Zebrafish Zbtb21 protein can be SUMOylated on lysines 419 and 845, which is evolutionary conserved. SUMOylation affects the dual role of Zbtb21 on transcription.

## Introduction

Post-translational modification by Small Ubiquitin-like MOdifier (SUMO) is an important mechanism to regulate many biological processes such as embryogenesis, hematopoiesis, and tumorigenesis. The process of protein SUMOylation is accomplished by a sequential cascade involving E1 activating enzymes (SAE1/SAE2), E2 conjugating enzyme (UBC9), and E3 ligases, which transfers the SUMO molecules to target lysine residues in specific substrates (Eifler & Vertegaal, 2015). Major SUMO paralogs in mammals include SUMO1, SUMO2, and SUMO3. While SUMO1 protein shares only approximately 46% identity with SUMO2/3, the similarity between SUMO2/3 is 95% (Eifler & Vertegaal, 2015). The consensus sequence ΨKXE, where Ψ represents a hydrophobic residue, usually contains the SUMOylated lysine of a substrate protein (Sampson, Wang & Matunis, 2001). Unlike SUMO1, SUMO2/3 contains a conserved consensus SUMOylation site at the N-terminus, indicating SUMO2/3 are capable to form poly-SUMO chains (Tatham et al., 2001).

Accumulating data indicate transcription factors are a major group of SUMO substrates. In most cases described to date, SUMOylation of transcription factors leads to transcriptional repression (Garcia-Dominguez & Reyes, 2009; Valin & Gill, 2007). However, transcriptional activity of some transcription factors is up-regulated upon SUMOylation (Kishi et al., 2003). In addition, SUMOylation also plays various roles in the localization, stability, and protein-protein interaction of transcription factors in a substrate-specific manner, which must be addressed experimentally in each case (Ouyang, Valin & Gill, 2009).

There are 49 zinc finger and Broad-complex, Tram-track and Bric à brac (BTB) domain-containing transcription factors in human genome. While the consecutive zinc finger motifs at the C-terminus allow binding with DNA, the BTB motif at the N-terminus mediates the homo/hetero-dimerization/multimerization between different ZBTB proteins (Maeda, 2016). Most ZBTB family members function as transcription repressors through recruiting nuclear corepressors such as silencing mediator of retinoid and thyroid hormone receptors (SMRT) and nuclear receptor corepressor (NCoR) (Maeda, 2016).

It is worth noting that SUMOylation has important influences on the functions of multiple ZBTB transcription factors. For example, ZBTB16 (also named as PLZF) can be modified with SUMO1 on lysines 242, 387 and 396 in the linker region (Chao, Chang & Shih, 2007), which eventually affects its DNA binding capacity or protein stability. ZBTB29 (also named as HIC1) SUMOylation on lysine 314 in the central region favors its interaction with MTA1 (Dehennaut et al., 2013). SUMOylation of ZBTB1 on lysines 265 and 328 in the linker region affects its subcellular localization and the binding with SMRT (Matic et al., 2010). In addition, ZBTB2, ZBTB9, and ZBTB38 proteins can also be SUMOylated (Matic et al., 2010).

In our recent study, zebrafish Zbtb14 was identified as a SUMOylated substrate (Deng et al., 2022). SUMOylation of Zbtb14 occurs on a conserved lysine residue within the BTB domain, which renders Zbtb14 capable of repressing *pu.1* promoter during zebrafish macrophage development (Deng et al., 2022). A homology search of the BTB domain against the protein database pulled out ZBTB21 as the ZBTB family member with the highest similarity with ZBTB14. Moreover, we noticed that ZBTB21 was described as a direct interactant with ZBTB14 in HEK293T cells and could inhibit multiple genes’ promoters (Wang et al., 2005). Moreover, bioinformatic prediction (SUMOsp2.0 prediction software) suggested several putative SUMOylated sites in both human ZBTB21 and zebrafish Zbtb21 proteins. Therefore, we speculated that ZBTB21 would be a potential SUMOylated substrate.

Here, we demonstrated that zebrafish Zbtb21 is a novel substrate of SUMOylation, phylogenetically conserved lysines 419 and 845 of Zbtb21 protein can be conjugated with SUMO molecules. SUMOylation does not affect the subcellular localization and stability of Zbtb21, as well as the interaction with Zbtb14 or Zbtb21. However, luciferase reporter assays reveal that Zbtb21 is a dual-function transcription factor that exerts activation or repression effect on different promoters. RNA-seq and ChIP-seq analyses further suggest SUMOylation can modulate the transcriptional activity and DNA binding property of Zbtb21.

## Materials & methods

### Plasmid construction

The zebrafish *zbtb21* gene and its serial SUMOylation mutants were cloned into PCS2^+^ vector (Addgene, #34931, Watertown, MA). For the luciferase reporters, the −1.5 kb promoter of *CDC6* gene and the −1.1 kb promoter of *zbtb14* gene were cloned into the PGL3 basic vector (Promega, Promega, #E1751, Madison, Wisconsin, US). The primers used were listed in Table 1. All primers were designed using the Primer Premier software 5 (PREMIER Biosoft, Palo Alto, CA, US) and synthesized by Sangon (Shanghai, China).

**Table 1:** Primers used in this work.

	Primers for plasmid generation
*zf zbtb21*	Forward: 5′-CCGGAATTCACGTCAAATACAAGATGGATG-3′
	Reverse: 5′-CCGCTCGAGTTACGTATGGCTCTGTTCGTG-3′
*zf zbtb21* ^*K419R*^	Forward: 5′-ACACAGGATTAGAGCAGAGCCCA-3′
	Reverse: 5′-TGGGCTCTGCTCTAATCCTGTGT-3′
*zf zbtb21* ^*K845R*^	Forward: 5′-GTTGCAGGTTAGAGAGGAACCTC-3′
	Reverse: 5′-GAGGTTCCTCTCTAACCTGCAAC-3′
*hs CDC6-promoter*	Forward: 5′-CGGACGCGTATTCGGATTTGGCGCGAGCG-3′
	Reverse: 5′-CGGCCATGGGACGACAGCACAGCTAGATT-3′
*zf zbtb14-promoter*	Forward: 5′-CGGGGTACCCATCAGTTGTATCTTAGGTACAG-3′
	Reverse: 5′-CCGCTCGAGTGGACTCCTCATGTTTGCTCT-3′
*zf pu.1-promoter*	Forward: 5′-CGGGGTACCACTAGTACACCTAAATTTATG-3′
	Reverse: 5′-CCGCTCGAGATTTGGCAGACCAACAACTGC-3′

### Cell culture, transient transfection, luciferase reporter assay, and immunofluorescence

HEK293T was obtained from ATCC, and the cell line was tested negative for mycoplasma. HEK293T cells were maintained in DMEM (#11960044, Gibco, Waltham, MA, USA) with 10% fetal bovine serum (#16140071, Gibco, Waltham, MA, USA). Plasmid transfection was conducted utilizing Effectene Transfection Reagent (#301425, Qiagen, Hilden, Germany) following the manufacturer’s guidelines.

For the luciferase reporter assay, HEK293T cells were collected 48 h post-transfection and assessed using the Dual Luciferase Reporter Assay Kit (#E1910, Promega, Madison, Wisconsin, USA), in accordance with the manufacturer’s instructions.

For microscopic analyses, HEK293T cells were seeded on micro cover glasses in wells of six-well plates 24 h before transfection. 48 h after transfection, cells were immunostained with rabbit anti-HA monoclonal (#3724S, Cell Signaling Technology, Danvers, Massachusetts, USA) at a 1:1,000 dilution, and visualized with secondary antibody, Alexa Fluor 594 goat anti-rabbit IgG (#14708S, Cell Signaling Technology, Danvers, Massachusetts, USA), at a 1:1,000 dilution. Cell nuclei were stained by DAPI (1.0 mg/ml, #564907, BD Biosciences, Dubai, UAE) for 1 min. Fluorescent images were obtained by ECLIPSE E800 microscope (Nikon, Tokyo, Japan) with a SPOT RT Slider digital camera (SPOT Imaging Solutions, Sterling Heights, MI, USA).

### Western blot and co-immunoprecipitation assays

HEK293T cells underwent transfection with specified plasmids (#301427, Qiagen, Hilden, Germany). Following 48 h post-transfection, the cells underwent three consecutive 1-min washes with phosphate-buffered saline (PBS) solution. Lysates were generated by treating the cells with RIPA lysis buffer (#P0013J, Beyotime, Jiangsu, China) containing proteinase inhibitor (#5892970001, Roche, Basel, Switzerland), followed by gentle agitation on ice for 30 min. Subsequently, the cells were harvested and centrifuged at 15,000 × *g* for 30 min at 4 °C. Rabbit anti-HA antibody (#3724S, Cell Signaling Technology, Danvers, Massachusetts, USA) was combined with the supernatant containing protein-G-agarose beads (30 µl) and incubated overnight at 4 °C. Subsequently, the beads were subjected to three washes with RIPA lysis buffer. Finally, proteins attached to the beads were released by the addition of 30 µl of 2 × SDS sample buffer and subsequently analyzed *via* immunoblotting using either anti-SUMO1 (#4930T, Cell Signaling Technology, Danvers, Massachusetts, USA) or anti-FLAG antibody (#F3165, Sigma, Burlington, MA, USA).

### RNA-seq

Forty-eight h after transfection, mRNA was isolated from HEK293T cells by using Trizol reagent (#15596026, Ambion, Austin, Texas, US). Next, mRNA was isolated with Oligo(dT) magnetic beads and fragmented by fragmentation buffer, preparing it for first and second strand cDNA synthesis. After purification of the double-stranded cDNA, the ends were repaired, sequencing adapters were attached, and PCR amplification was performed. The prepared library underwent quality evaluation. Upon confirmation of library quality, sequencing was conducted using an MGI T7 sequencer (China, MGI, Inc). These data are available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE255803.

### ChIP-seq

The EpiTM Chromatin Immunoprecipitation Kit (#R1813, Epibiotek, Seoul, Korea) was utilized for ChIP experiments. Initially, 7 × 10^6^ fresh cells were fixed with 1% formaldehyde for 10 min, then quenched with 0.125 M glycine for 5 min. The cells were lysed using 1 mL of lysis buffer, and the nuclei were separated by centrifuging the lysate at 2,400 × *g* for 10 min at 4 °C. The nuclei were then resuspended in digestion buffer and incubated at 37 °C for 10–15 min for enzymatic digestion, fragmenting the chromatin to an average size of 200–500 bp. The chromatin fragments were collected by centrifuging at 18,000 × *g* for 10 min at 4 °C. The supernatant was then mixed with a ChIP reaction mixture including protein A/G magnetic beads, ChIP IP buffer, antibodies, and protease inhibitors, and incubated with rotation overnight at 4 °C. The following day, the protein A/G magnetic beads underwent washing and removal, while the chromatin was eluted through incubation in reverse cross-linking buffer at 65 °C for 3 h. Subsequently, the ChIP DNA underwent treatment with RNase A and Proteinase K at 37 °C for 30 min, followed by purification using phenol-chloroform extraction. Finally, the ChIP DNA was processed using the QIAseq Ultralow Input Library Kit (#180495, Qiagen, Hilden, Germany) according to the manufacturer’s instructions to generate the library. These data are available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE254892.

### Statistical analysis

Data were analyzed by GraphPad Prism 9 using one-way ANOVA for comparisons among multiple groups. Differences were considered significant at *P* < 0.05. Data are expressed as mean ± standard error of the mean (SEM).

## Results

### Zbtb21 is identified as a SUMOylated substrate

Bioinformatic prediction indicated that K419 and K845 are two potential SUMOylated lysine residues of the Zbtb21 protein, located within the linker and zinc finer regions, respectively (SUMOsp2.0 prediction software). To ascertain whether Zbtb21 is indeed a *bona fide* SUMOylated substrate, a series of mutants including Zbtb21^K419R^, Zbtb21^K845R^, and Zbtb21^K419/845R^ (lysine was mutated to arginine to disrupt the attachment with SUMO conjugates) was generated and transfected into HEK293T cells. Western blot analyses revealed four distinct bands corresponding to different forms of Zbtb21 protein. The lowest band represented unmodified Zbtb21 protein while the other three bands corresponded to SUMOylated forms of Zbtb21 which exhibited increased intensity in the presence of both UBC9 (SUMO conjugating enzyme) and SUMO1 (Fig. 1A, lane 2 and 3). Notably, specific SUMO adducts were absent for Zbtb21^K419R^ and Zbtb21^K845R^ mutant proteins, respectively (Fig. 1A, lane 4–7), whereas no adducts could be observed for Zbtb21^K419/845R^ double mutant (Fig. 1A, lane 8 and 9). These results from western blot analyses were further validated through immuno-coprecipitation (Co-IP) experiments using an anti-SUMO1 antibody (Fig. 1B). While wild type Zbtb21, Zbtb21^K419R^ and Zbtb21^K845R^ single mutants showed successful pull-down of their respective SUMOylated forms upon Co-IP analysis, no such interaction was observed for the Zbtb21^K419/845R^ double mutant.

**Figure 1:**
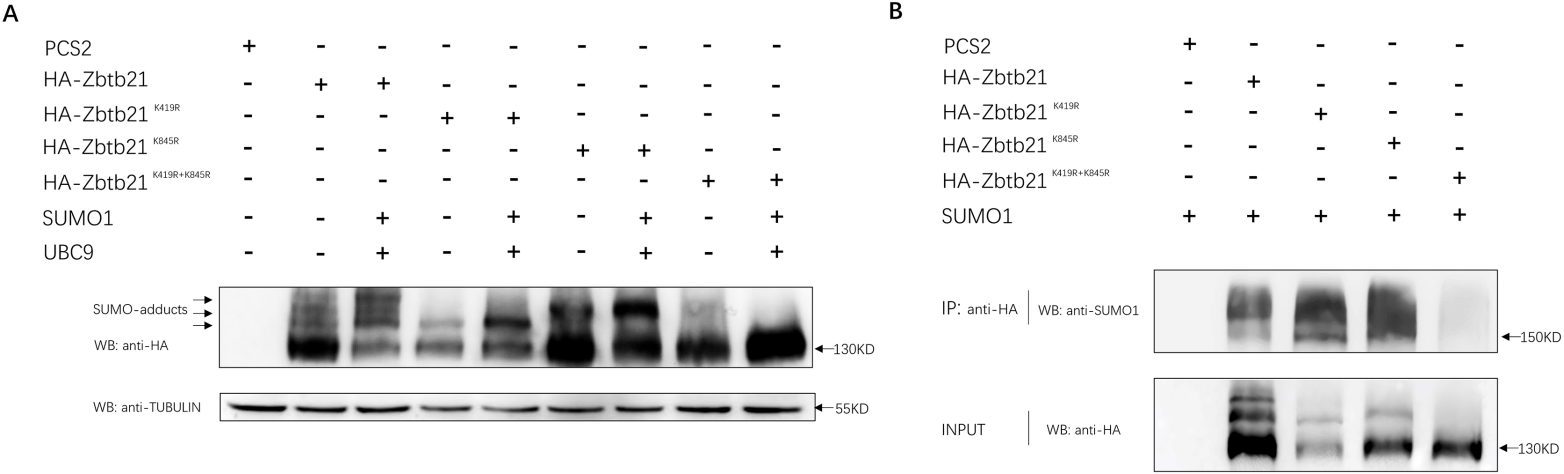
Zbtb21 is identified as a SUMOylated substrate. (A) Western blot analyses (anti-HA) of HA-tagged wild type (WT), Zbtb21^K419R^, Zbtb21^K419R^, Zbtb21^K845R^, and Zbtb21^K419/845R^ mutant proteins expressed in HEK293T cells in the absence or presence with the SUMO conjugating enzyme UBC9 and SUMO1. TUBULIN served as internal control. (B) HA-tagged wild type (WT), Zbtb21^K419R^, Zbtb21^K419R^, Zbtb21^K845R^, and Zbtb21^K419/845R^ mutant proteins were immunoprecipitated with an anti-HA antibody from HEK293T cells co-expressing SUMO1, and SUMOylated Zbtb21 protein was detected by western blot with an anti-SUMO1 antibody.

Taken together, these observations suggest that Zbtb21 is a *bona fide* SUMOylated substrate, with K419 and K845 identified as two lysine residues conjugated by SUMO. Furthermore, the comparable protein levels of wild type Zbtb21 and Zbtb21^K419/845R^ double mutant imply that loss of SUMOylation does not significantly impact the stability of Zbtb21 protein.

### SUMOylation of Zbtb21 affects its transcriptional activity

In most cases, SUMOylation of transcriptional factors is associated with transcription repressing through facilitating interaction with corepressors. Wang et al. (2005) demonstrated that ZBTB21 exerted transcriptional repression on the promoter of *CDC6*. Therefore, we conducted luciferase assays using wild-type Zbtb21 and SUMO-defective mutants to investigate their effects on the *CDC6* reporter. Additionally, *zbtb14*, whose upstream regulatory region could be bound by Zbtb21 in our previous study (Deng et al., 2022), was also used for luciferase assay. Furthermore, considering that Zbtb14 can inhibit *pu.1* expression (Deng et al., 2022), we aimed to explore whether Zbtb21 also possesses repressive function on the *pu.1* promoter.

The results showed that while Zbtb21 exhibited a significant repression effect on the promoters of *CDC6* and *pu.1*, it could activate the *zbtb14* reporter (Figs. 2A–2C), suggesting that Zbtb21 is a context-dependent dual-function transcription factor. Importantly, both the repression and activation activities of Zbtb21 were impaired upon loss of SUMOylation (Figs. 2A–2C).

**Figure 2:**
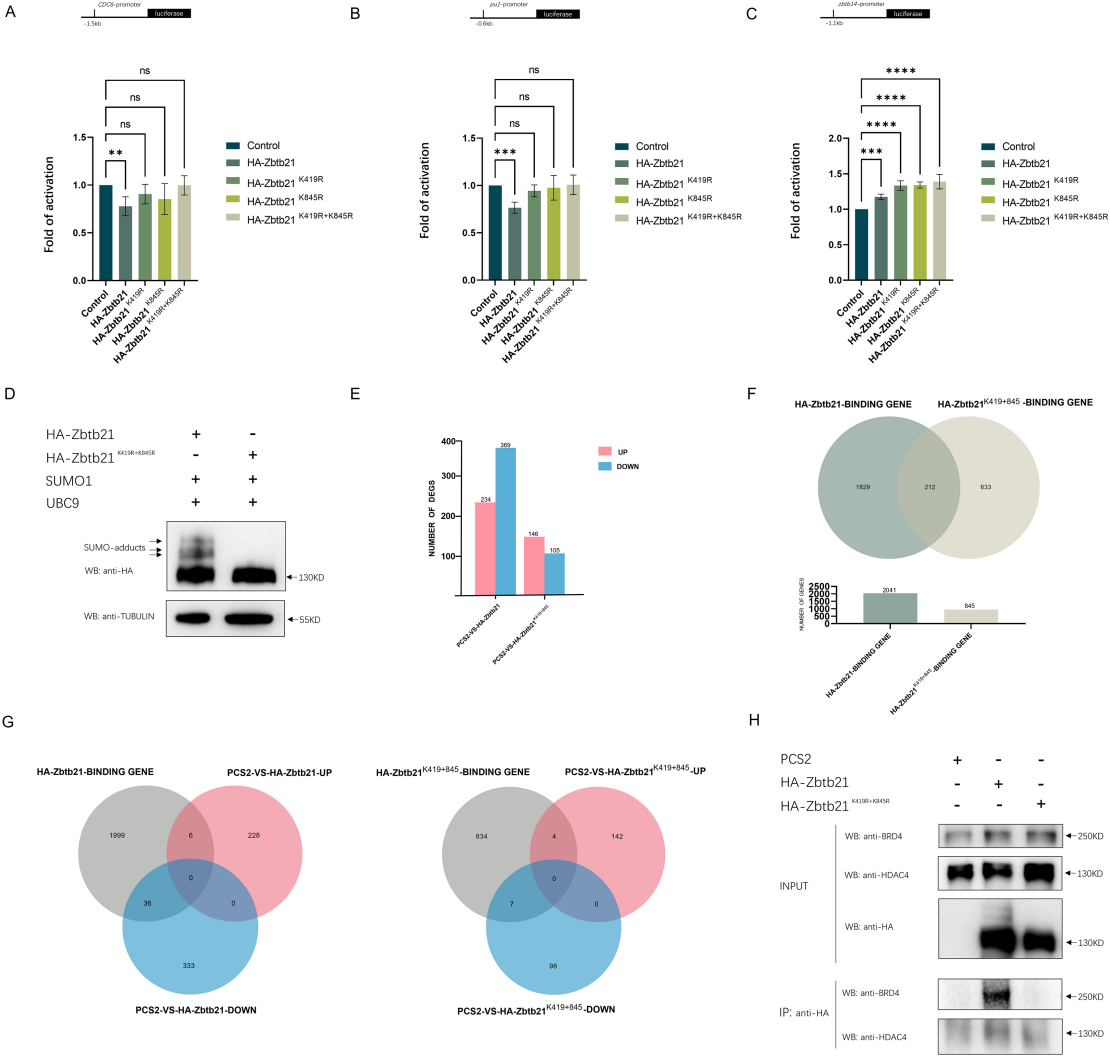
SUMOylation of Zbtb21 affects its transcriptional activity. (A–C) Luciferase reporter assays in HEK293T cells expressing HA-tagged wild type (WT), Zbtb21^K419R^, Zbtb21^K845R^, and Zbtb21^K419/845R^ mutant plasmids on *CDC6*, *zbtb14*, and *pu.1* reporters. Bars showed the relative luciferase activity. Luciferase activity was measured after 48 h and normalized to Renilla luciferase (one-way ANOVA, *N* = 5–6. Error bars represent mean ± SEM. ns: not significant, **P < 0.01, ***P < 0.001, ****P < 0.0001). Specific *P*-values are provided in Table 2. (D) Western blot analysis showed equal amount of wild type Zbtb21 and Zbtb21^K419/845R^ mutant was expressed in HEK293T cells. TUBULIN serves as internal control. (E) Comparison of the differentially expressed genes (DEGs) in HEK293T cells transfected with control, wild type Zbtb21 and Zbtb21^K419/845R^ mutant plasmids, respectively. (F) ChIP analysis showed that while the regulatory regions of 2041 genes were bound by wild type Zbtb21, those of 845 genes were bound by Zbtb21^K419/845R^ mutant. (G) Numbers of upregulated and downregulated genes whose regulatory regions were bound by either wild type Zbtb21 or Zbtb21^K419/845R^ mutant. (H) Co-IP experiments conducted in HEK293T cells expressing HA-tagged Zbtb21 and Zbtb21^K419/845R^. Lysates were immunoprecipitated using anti-HA agarose beads, and analyzed by Western blots with anti-HDAC4 and anti-BRD4 antibodies.

**Table 2:** Specific *P*-values for Figs. 2A–2C.

*zbtb14*-promoter			
PCS2-HA-Zbtb21	PCS2-HA-Zbtb21^K419R^	PCS2-HA-Zbtb21^K845R^	PCS2-HA-Zbtb21^K419R + 845R^
0.0007	<0.0001	<0.0001	<0.0001
*CDC6*-promoter			
PCS2-HA-Zbtb21	PCS2-HA-Zbtb21^K419R^	PCS2-HA-Zbtb21^K845R^	PCS2-HA-Zbtb21^K419R + 845R^
0.0047	0.366	0.0789	>0.9999
*pu.1*-promoter			
PCS2-HA-Zbtb21	PCS2-HA-Zbtb21^K419R^	PCS2-HA-Zbtb21^K845R^	PCS2-HA-Zbtb21^K419R + 845R^
0.0009	0.6684	0.9742	0.9998

To gain insights into the global changes in the transcriptome, RNA-seq analyses were carried out in HEK293T cells transfected with equal amounts of wild type Zbtb21 and Zbtb21^K419/845R^ double mutant, respectively (Fig. 2D). Overall, we observed that HEK293T cells expressing wild type Zbtb21 displayed a total of 234 upregulated genes and 369 downregulated ones (Fig. 2E). However, cells expressing Zbtb21^K419/845R^ mutant showed only 146 upregulated genes and 105 downregulated ones (Fig. 2E). These findings suggest that compared to the SUMOylation-defective mutant, wild type Zbtb21 led to more downregulation of genes, implying that SUMOylation of Zbtb21 favors its transcriptional repression capacity.

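ChIP-seq recovers the DNA fragments to which a protein is crosslinked and maps them to the genome, where an excess of fragments over the background is called as a peak. HEK293T is a human embryonic kidney cell line, and the ChIP-seq profile analysed here is that of HEK293T cells expressing the zebrafish Zbtb21 K419/845R double mutant, in which both SUMO acceptor lysines were replaced by arginine. It is 1 library without a replicate, so no spread between replicates can be given and no test between conditions was made. The profile of wild type Zbtb21 and any control library were not analysed here. The values used are the peaks the authors called, with a fold enrichment over background, a −log10 p-value and a −log10 q-value (the p-value adjusted for multiple testing) for each peak. These values are the authors' own. The text of the paper does not name the peak caller, its cutoff or the genome build. The list held 913 peaks on 23 chromosomes, with a median length of 217 bp (range 186 to 668 bp). The lowest −log10 p-value in the list was 3.05 and the lowest −log10 q-value was 0, so the list ended at a p-value of about 0.001 and carried no cutoff on q. A total read count is not part of the list. The number of reads at each summit could still be recovered. In all 913 peaks, fold enrichment and p-value matched a Poisson tail on a whole number of reads, within a tolerance of 0.0005. For this, 1 was added to the reads and to the background in the fold. By this calculation the median summit held 9 reads (interquartile range 8 to 10) over a median background of 1.87 reads, and the lowest background in the list was 1.53 reads. Of the peaks, 748 held 10 reads or fewer. A peak on chromosome 7 and another on chromosome 17 lay beyond the ends of these chromosomes in GRCh37, 6 peaks lay beyond the ends of their chromosomes in T2T-CHM13, and none did in GRCh38, so the positions were read as GRCh38. Peaks were assigned to the genes of the RefSeq annotation of GRCh38.p14. The gene table used gives both ends of each gene but not its strand, so a window of 3 kb on either side of both ends was used for the regulatory region, with an overlap of at least 1 bp.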

Meanwhile, ChIP-seq analyses were conducted to define the genome-wide binding profiles of wild type Zbtb21 and Zbtb21^K419/845R^ mutant. The results showed that while regulatory regions of 2,041 genes were bound by wild type Zbtb21, only 845 genes were found for Zbtb21^K419/845R^ mutant (Fig. 2F). These observations indicate that SUMOylation of Zbtb21 can enhance its DNA binding capacity. Additionally, the regulatory regions of certain sets of genes were bound either by wild type Zbtb21 or Zbtb21^K419/845R^ mutant (1,829 genes *vs*. 633 genes) (Fig. 2F), suggesting that the SUMOylation status can alter the DNA binding property of Zbtb21.

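In the Zbtb21 K419/845R list, 160 of the 913 peaks (17.5%, 95% exact binomial confidence interval 15.1 to 20.1%) overlapped a window of 3 kb on either side of a gene end. These peaks marked 197 annotated genes, of which 93 were protein-coding. Because transcription starts could not be told from the opposite ends of the genes, this number also includes genes with a peak only near their 3′ end. The number of genes depended both on the cutoff and on how peaks were assigned. It was 0 with the peaks with a −log10 q-value of at least 2. Windows of 1 kb gave 78 genes and windows of 10 kb gave 593 genes. Counting every gene with a peak inside it or within 3 kb of an end gave 677 genes, which bounds the genes that could have a peak within 3 kb of any start between their 2 ends. Assigning each peak to the nearest gene at any distance gave 872 genes, or 822 genes when only protein-coding genes were considered. In the latter assignment, 416 peaks (45.6%) lay more than 10 kb outside the nearest protein-coding gene and 206 peaks (22.6%) more than 100 kb outside it. To see what a list without preference for genes would give, the peaks were placed at random 1000 times on their own chromosomes with their lengths kept. On average 16.4% of the randomly placed peaks fell in the 3 kb windows, with 95% of placements between 14.0 and 19.0%, and 187 of the 1000 placements gave a share at least as large as the deposited peaks. The share of peaks near gene ends was thus not distinguishable from random positions. The fold enrichment of the peaks in the windows did not differ from that of the others. It was 3.48 ± 0.48 (SD over 160 peaks) against 3.47 ± 0.52 (SD over 753 peaks) elsewhere (two-sided permutation test with 100000 resamples, p = 0.837). Because the p cutoff of the list removes low folds from both groups, this cannot decide whether binding near gene ends is stronger.

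**Figure D1:**
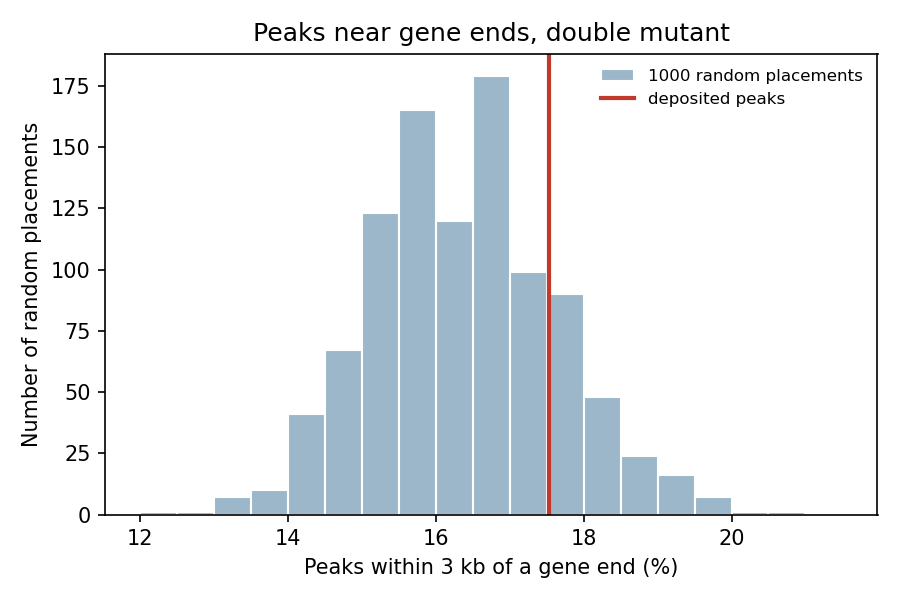
Share of peaks within 3 kb of a gene end (x axis, in percent) in 1000 random placements of the Zbtb21 K419/845R peaks (bars, number of placements) and in the deposited peaks (vertical line). The deposited peaks, at 17.5%, lie inside the range of the random placements, 12.5 to 20.8%.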

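The median fold enrichment over background of the Zbtb21 K419/845R peaks was 3.41 (range 1.98 to 5.93), and 800 peaks (87.6%) were below 4. The median q-value was 0.776, and 746 peaks (81.7%) had a q-value above 0.5. In the list, 27 peaks (2.96%, 95% exact binomial confidence interval 1.96 to 4.27%) had a q-value of 0.05 or less, 11 had a q-value of 0.01 or less, and 10 had a fold enrichment of at least 5. The cutoff at a q-value of 0.05 was chosen after the list was seen, the others before. Peaks with a q-value of 0.05 or less marked 2 genes by the 3 kb window. The peak with the highest fold enrichment, 5.93, lay on chromosome 1 of GRCh38 from 143246824 to 143247216, with 14 reads at its summit and a q-value of 0.000235. It was intergenic, 52.3 kb from the long non-coding RNA gene LOC101929814. The next lay on chromosome 17 from 26881271 to 26881490, with a fold enrichment of 5.68, 21 reads at its summit and a q-value of 1.9e-06, and was also intergenic, 100.2 kb from the pseudogene LOC100422478. Peaks of the same fold enrichment, 5.14, with 12 reads at the summit and a q-value of 0.0130, lay inside SLC1A2 on chromosome 11 (35287492 to 35287716), GLP2R on chromosome 17 (9880540 to 9880751) and EYA1 on chromosome 8 (71458835 to 71459046). Of the other peaks with a fold enrichment of at least 5, those on chromosomes 6, 12 and X were intergenic and the one on chromosome 1 (202664145 to 202664338) lay inside SYT2. Whether the positions inside genes fall in an exon or an intron was not determined. At these numbers of reads, 1 read more or fewer moves the fold enrichment by 0.396 where the background is lowest. The wild type profile is not analysed here, so these values describe the mutant side of the comparison only. From the smaller number of bound genes for the mutant than for wild type Zbtb21 (Fig. 2F), the paper proposes that SUMOylation can enhance the DNA binding capacity of Zbtb21.

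**Figure D2:**
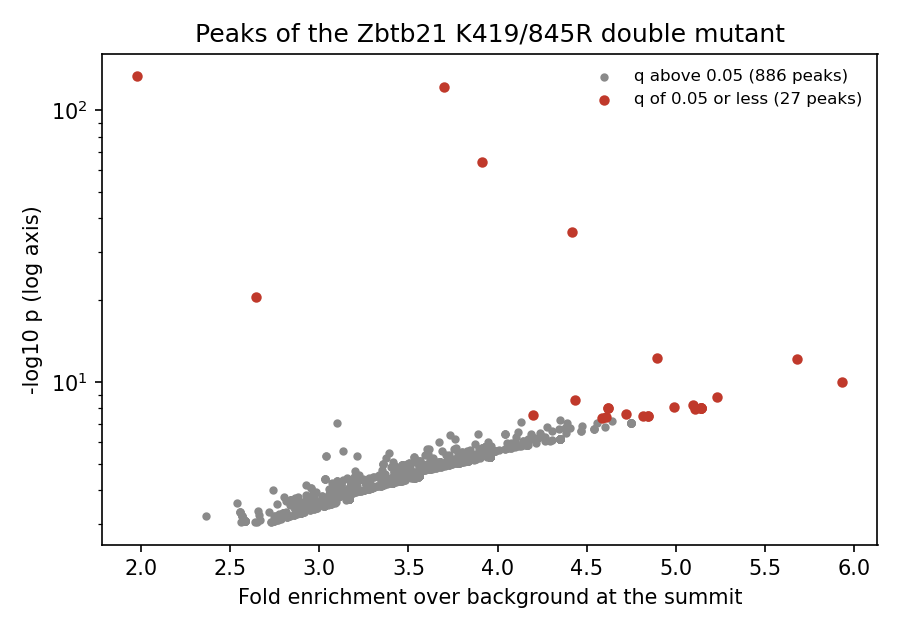
Fold enrichment over background (x axis) and −log10 p-value (y axis, log axis) of each of the 913 Zbtb21 K419/845R peaks, as called by the authors, with the 27 peaks with a q-value of 0.05 or less in red and the other 886 in grey. Most peaks form a band below a fold enrichment of 4. The 5 peaks highest on the p axis had a background of at least 23.0 reads.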

Based on the results from ChIP-seq and RNA-seq analyses, we proceeded to analyze the expression levels of genes whose regulatory regions were bound by wild type Zbtb21 and Zbtb21^K419/845R^, respectively. The results demonstrated that wild type Zbtb21 led to downregulation of 36 genes and upregulation of six genes (Fig. 2G). In contrast, Zbtb21^K419/845R^ mutant showed only seven downregulated genes and four upregulated genes. These findings further support the notion that SUMOylation of Zbtb21 tends to turn it to be a transcriptional repressor (Fig. 2G).

In most cases described to date, SUMOylation of transcriptional factors often leads to transcription inhibition through promoting interaction with corepressors. Notably, histone deacetylase corepressors have been identified as effectors of SUMOylation, playing important roles in transcription regulation (Yang & Sharrocks, 2004). Protein interaction database (BioGRID) showed that ZBTB21 can interplay with several corepressors including HDAC1/4/5/7. Therefore, we performed Co-IP analyses in HEK293T cells. Compared to SUMO-defective mutant, more endogenous HDAC4 molecules could be co-immunoprecipitated with wild type Zbtb21 (Fig. 2H), which would be the mechanism by which Zbtb21 inhibits transcription. Additionally, Co-IP analyses also demonstrated selective binding between wild type Zbtb21 and BRD4 coactivator rather than the SUMO-defective mutant (Fig. 2H).

Collectively, these results indicate that SUMOylation is essential for regulating the function of Zbtb21.

### SUMOylation of Zbtb21 does not affect its subcellular localization

The consequence of protein SUMOylation includes alterations in protein activity, protein stability, and cellular localization (Chang & Yeh, 2020). The nuclear localization signal (NLS) of Zbtb21 is close to K419 SUMOylation site. To demonstrate whether SUMOylation plays a role in the subcellular localization of Zbtb21, immunofluorescence staining was performed to compare the localization of wild type Zbtb21 and SUMO-defective mutants. The results showed that HA-tagged wild type Zbtb21 was localized in the nucleus of HEK293T cells, and similar localization was found for Zbtb21^K419R^, Zbtb21^K845R^, and Zbtb21^K419/845R^ mutants (Fig. 3). These observations suggest SUMOylation of Zbtb21 is irrelevant to its nuclear distribution.

**Figure 3:**
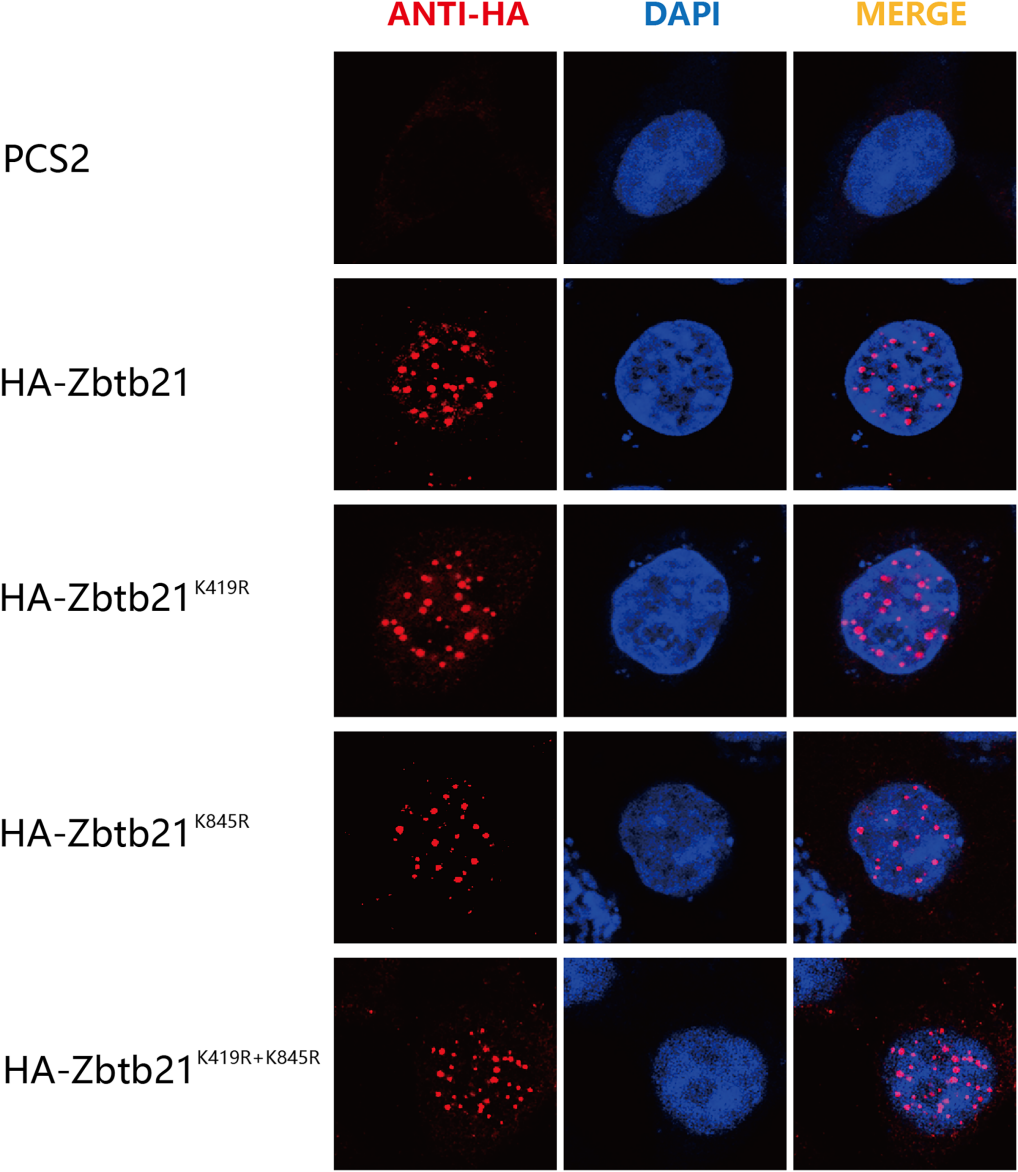
SUMOylation of Zbtb21 is irrelevant to its subcellular localization. Immunofluorescence analyses of HEK293T cells expressing HA-tagged WT, Zbtb21^K419R^, Zbtb21^K845R^, and Zbtb21^K419/845R^ mutant proteins. Cells were fixed, and immunofluorescent microscopy was performed using rabbit anti-HA antibody and Alexa Fluor 488 goat anti-rabbit IgG (left). Cell nuclei were stained with DAPI (middle). Digitally merged images are shown on the right side.

### SUMOylation of Zbtb21 does not affect its interaction with its partners

In addition to DNA binding, C2H2-type zinc fingers can mediate protein-protein interactions. The interaction between ZBTB14 and ZBTB21 is mediated by both BTB and zinc finger domains (Wang et al., 2005). Since K845 of ZBTB21 is located within the zinc finger region, we set out to investigate whether K845 SUMOylation could affect its binding with ZBTB14. The results from Co-IP assays indicated that the ZBTB21 SUMO mutants could still interplay with ZBTB14 (Fig. 4A). Besides, SUMOylation did not affect the homodimer formation of ZBTB21, either (Fig. 4B).

**Figure 4:**
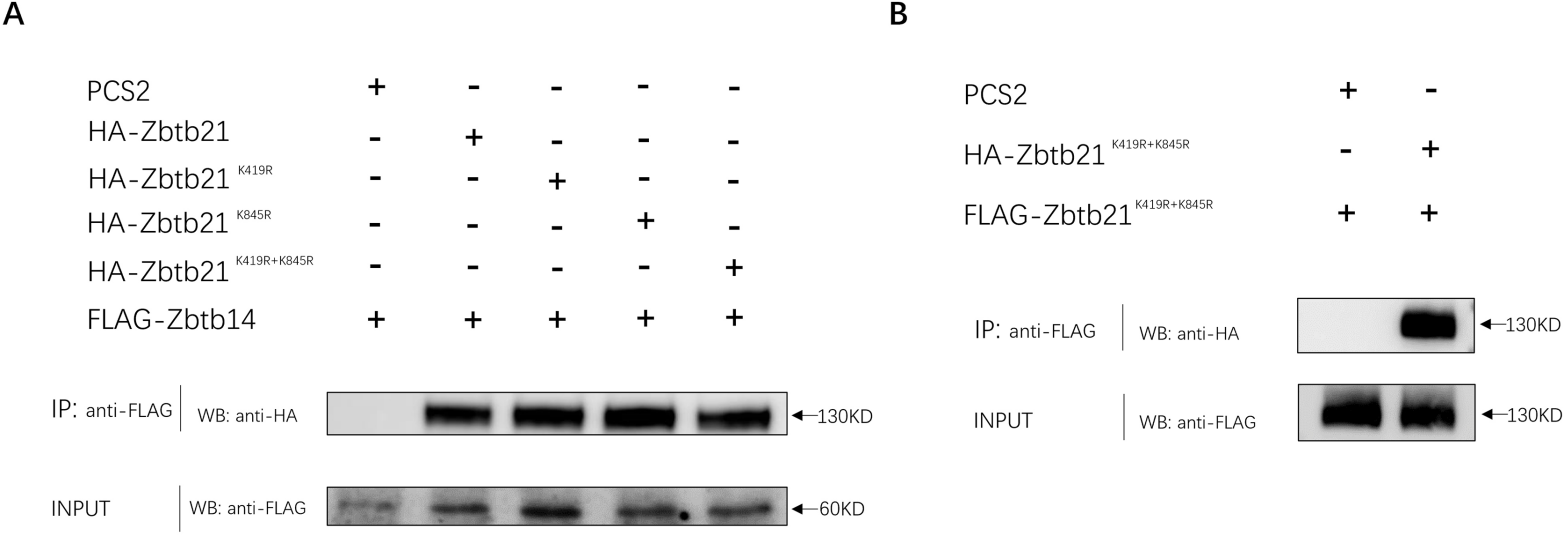
SUMOylation of Zbtb21 does not affect the hetero-dimerization with Zbtb14 or homo-dimerization with Zbtb21. (A) Co-IP experiments conducted in HEK293T cell transfected with HA-tagged Zbtb14 and Flag-tagged Zbtb21. Lysates were immunoprecipitated using anti-Flag agarose beads, and analyzed by Western blots with anti-HA antibody. (B) Co-IP experiments conducted in HEK293T cell transfected with HA-tagged Zbtb21 and Flag-tagged Zbtb21 constructs. Flag antibody was applied for immunoprecipitation and HA antibody was used for western blot analysis.

## Discussion

In the current study, we identified that zebrafish Zbtb21 is a novel substrate of protein SUMOylation, with lysines 419 and 845 serving as two SUMOylated sites. Like many transcription factors, SUMOylation is closely linked with the transcription activity of Zbtb21.These two lysines are conserved across species, implying that modification with SUMO is widely conserved during evolution. Once the two lysines were mutated in human ZBTB21, the SUMO adducts disappeared (Fig. S1). Additionally, endogenous analysis further indicated that ZBTB21 is SUMOylated in HL60 and HEK293T cell lines (Fig. S2).

There are two isoforms for human ZBTB21: ZBTB21L and ZBTB21S. It is worth noting that the two lysines that can be conjugated with SUMO molecules are retained in both long and short isoforms, indicating SUMOylation is important for the function of each ZBTB21 isoform.

There are three major types of SUMOs in vertebrates--SUMO1 and SUMO2/3. Amongst these paralogs, SUMO1 usually modifies its substrates as a monomer (an 11 kD peptide post-translationally attached to target lysine residues), while SUMO2/3 can form poly-SUMO chains, since they possess an intrinsic consensus SUMOylation motif. SUMO2/3 chains can even be capped with SUMO1, which leads to hybrid chain formation (Chang & Yeh, 2020). Three SUMO adducts above the unmodified wild type Zbtb21 were observed. While the lowest one represents one SUMO molecule attached covalently with Zbtb21 (which is ~11 kD), the upper two should represent SUMO chains with different lengths on Zbtb21.

While most ZBTB family members function as transcription repressors (Lee & Maeda, 2012), ZBTB14 displays an activation or repression effect on different promoters (Kaplan & Calame, 1997), and SUMOylation of Zbtb14 turns it to be a potent transcription repressor on the *pu.1* promoter (Deng et al., 2022). Although it has been reported that ZBTB21 mostly contributes to transcriptional repression (Wang et al., 2023), our results show that Zbtb21 also plays a dual role in transcription. While Zbtb21 can inhibit the promoters of *CDC6* and *pu.1*, it activates the *zbtb14* promoter. Interestingly, regardless of activation or repression, SUMOylation of Zbtb21 can enhance its transcriptional activities. Similarly, the zinc finger transcription factor Specificity protein three (Sp3) can activate or repress transcription of target genes in a context-dependent manner, and SUMOylation regulates the duality of Sp3 function (Valin & Gill, 2007). Data from RNA-seq showed that less genes were downregulated in the presence of the SUMOylation-defective Zbtb21^K419/845R^ mutant. Likewise, ChIP-seq analyses indicated that the promoters of fewer genes were bound by the Zbtb21^K419/845R^ mutant. These findings suggest that SUMOylation of Zbtb21affects its DNA binding capacity and transcriptional activities. Further studies on the function of Zbtb21 will be helpful to better understand the bi-directional transcriptional regulation in which Zbtb21 is implicated. Recently, Takebayashi-Suzuki, Uchida & Suzuki (2020) reported that Zbtb21 cooperates with Zbtb14 to play a crucial function in anterior-posterior patterning during early Xenopus embryogenesis. Hence, SUMOylation of Zbtb21 and Zbtb14 might also play a role in this process, which will be further investigated in the future.

## Conclusions

ZBTB21 is a novel substrate for SUMOylation. SUMO modification impacts the transcription activities of ZBTB21, particularly its repression function, which is crucial for its role.

## Supplemental Information

10.7717/peerj.17234/supp-1 Supplemental Information 1 Raw data.

10.7717/peerj.17234/supp-2 Supplemental Information 2 Raw data for Figure 2.

10.7717/peerj.17234/supp-3 Supplemental Information 3 Full-length blots for Figure4A.

10.7717/peerj.17234/supp-4 Supplemental Information 4 ZBTB21 is a SUMOylated substrate as well. Western blot analyses (anti-HA) of HA-tagged wild type (WT), Z BTB 21^K440R^, ZBTB21^K879R^, and ZBTB21^K440/879R^ mutant proteins in the presence of UBC9 and SUMO1 in HEK293T cells.

10.7717/peerj.17234/supp-5 Supplemental Information 5 Endogenous ZBTB21 is SUMOylated. Western blot analyses to detect endogenous ZBTB21 in HL60 and HEK293T cell lines.

## References

[ref-1] Chang HM, Yeh ETH (2020). SUMO: from bench to bedside. Physiological Reviews.

[ref-2] Chao TT, Chang CC, Shih HM (2007). SUMO modification modulates the transrepression activity of PLZF. Biochemical and Biophysical Research Communications.

[ref-3] Dehennaut V, Loison I, Dubuissez M, Nassour J, Abbadie C, Leprince D (2013). DNA double-strand breaks lead to activation of hypermethylated in cancer 1 (HIC1) by SUMOylation to regulate DNA repair. The Journal of Biological Chemistry.

[ref-4] Deng Y, Wang H, Liu X, Yuan H, Xu J, de Thé H, Zhou J, Zhu J (2022). Zbtb14 regulates monocyte and macrophage development through inhibiting pu.1 expression in zebrafish. ELife.

[ref-5] Eifler K, Vertegaal AC (2015). Mapping the SUMOylated landscape. The FEBS Journal.

[ref-6] Garcia-Dominguez M, Reyes JC (2009). SUMO association with repressor complexes, emerging routes for transcriptional control. Biochimica et Biophysica Acta.

[ref-7] Kaplan J, Calame K (1997). The ZiN/POZ domain of ZF5 is required for both transcriptional activation and repression. Nucleic Acids Research.

[ref-8] Kishi A, Nakamura T, Nishio Y, Maegawa H, Kashiwagi A (2003). Sumoylation of Pdx1 is associated with its nuclear localization and insulin gene activation. American Journal of Physiology Endocrinology and Metabolism.

[ref-9] Lee SU, Maeda T (2012). POK/ZBTB proteins: an emerging family of proteins that regulate lymphoid development and function. Immunological Reviews.

[ref-10] Maeda T (2016). Regulation of hematopoietic development by ZBTB transcription factors. International Journal of Hematology.

[ref-11] Matic I, Schimmel J, Hendriks IA, van Santen MA, van de Rijke F, van Dam H, Gnad F, Mann M, Vertegaal AC (2010). Site-specific identification of SUMO-2 targets in cells reveals an inverted SUMOylation motif and a hydrophobic cluster SUMOylation motif. Molecular Cell.

[ref-12] Ouyang J, Valin A, Gill G (2009). Regulation of transcription factor activity by SUMO modification. Methods in Molecular Biology.

[ref-13] Sampson DA, Wang M, Matunis MJ (2001). The small ubiquitin-like modifier-1 (SUMO-1) consensus sequence mediates Ubc9 binding and is essential for SUMO-1 modification. The Journal of Biological Chemistry.

[ref-14] Takebayashi-Suzuki K, Uchida M, Suzuki A (2020). Zbtb21 is required for the anterior-posterior patterning of neural tissue in the early Xenopus embryo. Biochemical and Biophysical Research Communications.

[ref-15] Tatham MH, Jaffray E, Vaughan OA, Desterro JM, Botting CH, Naismith JH, Hay RT (2001). Polymeric chains of SUMO-2 and SUMO-3 are conjugated to protein substrates by SAE1/SAE2 and Ubc9. The Journal of Biological Chemistry.

[ref-16] Valin A, Gill G (2007). Regulation of the dual-function transcription factor Sp3 by SUMO. Biochemical Society Transactions.

[ref-17] Wang J, Kudoh J, Takayanagi A, Shimizu N (2005). Novel human BTB/POZ domain-containing zinc finger protein ZNF295 is directly associated with ZFP161. Biochemical and Biophysical Research Communications.

[ref-18] Wang R, Xu Q, Wang C, Tian K, Wang H, Ji X (2023). Multiomic analysis of cohesin reveals that ZBTB transcription factors contribute to chromatin interactions. Nucleic Acids Research.

[ref-19] Yang SH, Sharrocks AD (2004). SUMO promotes HDAC-mediated transcriptional repression. Molecular Cell.

# Supplementary material for: SUMOylation of zebrafish transcription factor Zbtb21 affects its transcription activity
**Source:** PeerJ. 2024 Apr 22;12:e17234. doi: 10.7717/peerj.17234

**FIGURE1：**

**WB-** **HA-Zbtb21：**

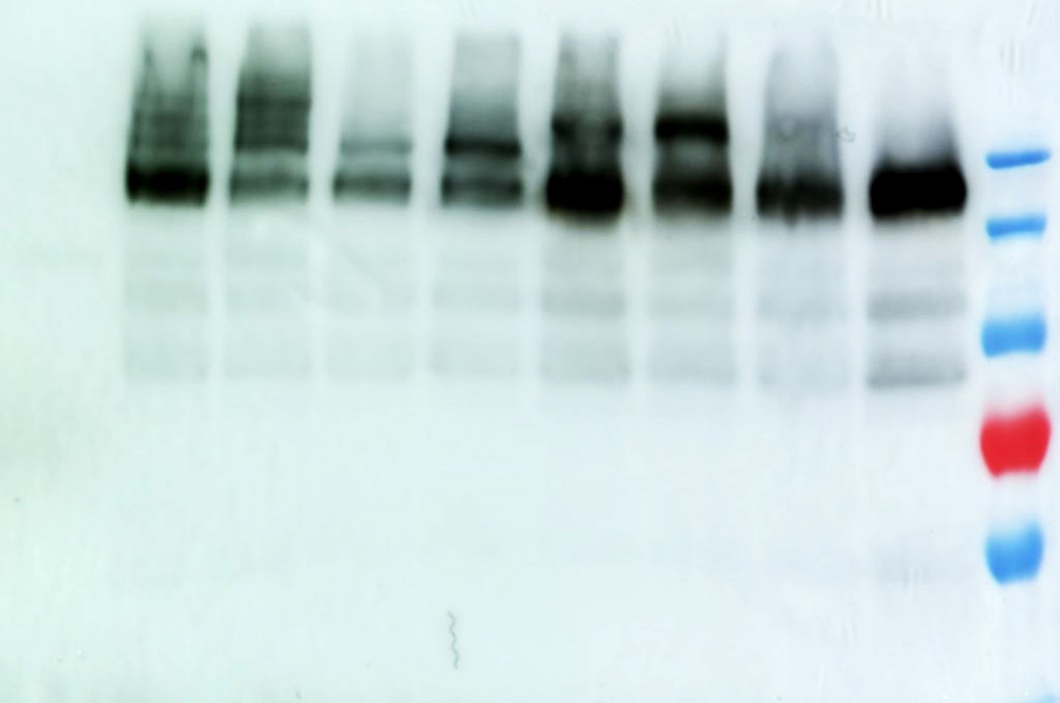

WB-TUBULIN:

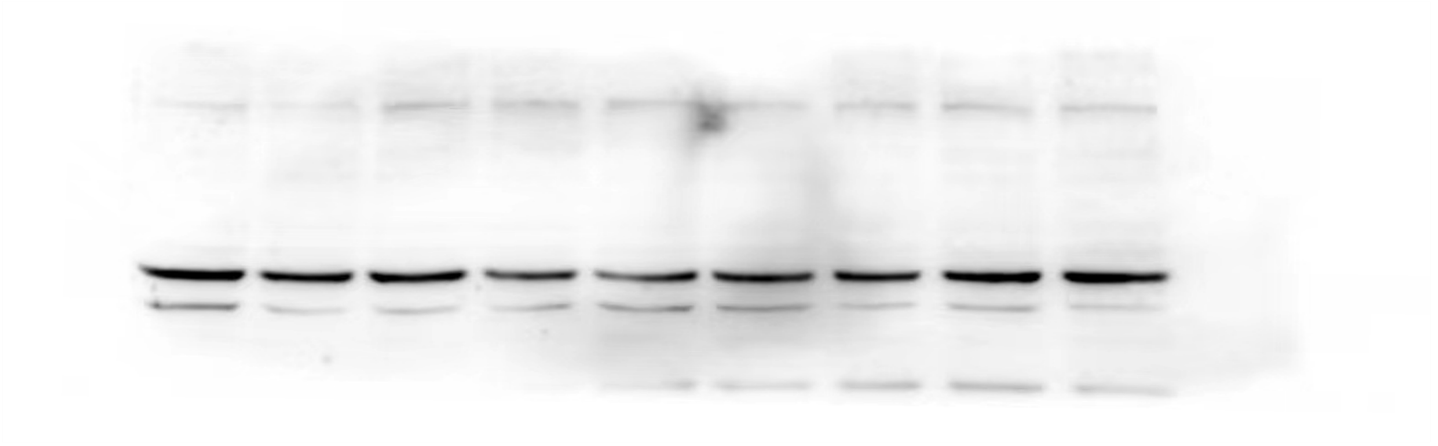

IP-anti-sumo1：

Input-anti-HA：

**FIGURE2：**

| zbtb14-promoter | PCS2 | | | HA-Zbtb21 | | | HA-Zbtb21^K419R^ | | | HA-Zbtb21^K845R^ | | | HA-Zbtb21^K419+845R^ | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | 1 | 1 | 1 | 1.174548 | 1.165457 | 1.127235 | 1.243509504 | 1.284502 | 1.400117 | 1.296476588 | 1.293151 | 1.372978 | 1.507881317 | 1.323127 | 1.251392 |

| CDC6-promoter | PCS2 | | | | HA-Zbtb21 | | | | HA-Zbtb21^K419R^ | | | | HA-Zbtb21^K845R^ | | | | HA-Zbtb21^K419+845R^ | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | 1 | 1 | 1 | 1 | 0.669233 | 0.723288 | 0.785301677 | 0.904241 | 0.949006 | 0.824822847 | 0.901663 | 0.749413 | 0.73787838 | 0.789528 | 0.633254 | 1.069653 | 1.059079 | 0.819347 | 0.931963 | 1.073659 |

| pu1-promoter | PCS2 | | | HA-Zbtb21 | | | HA-Zbtb21^K419R^ | | | HA-Zbtb21^K845R^ | | | HA-Zbtb21^K419+845R^ | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | 1 | 1 | 1 | 0.75713628 | 0.701457293 | 0.75543886 | 0.875172652 | 0.935366347 | 1.000300075 | 0.798572744 | 1.11395223 | 1.081470368 | 0.861187845 | 1.097490217 | 1.09587397 |

WESTERN-ANTI-HA

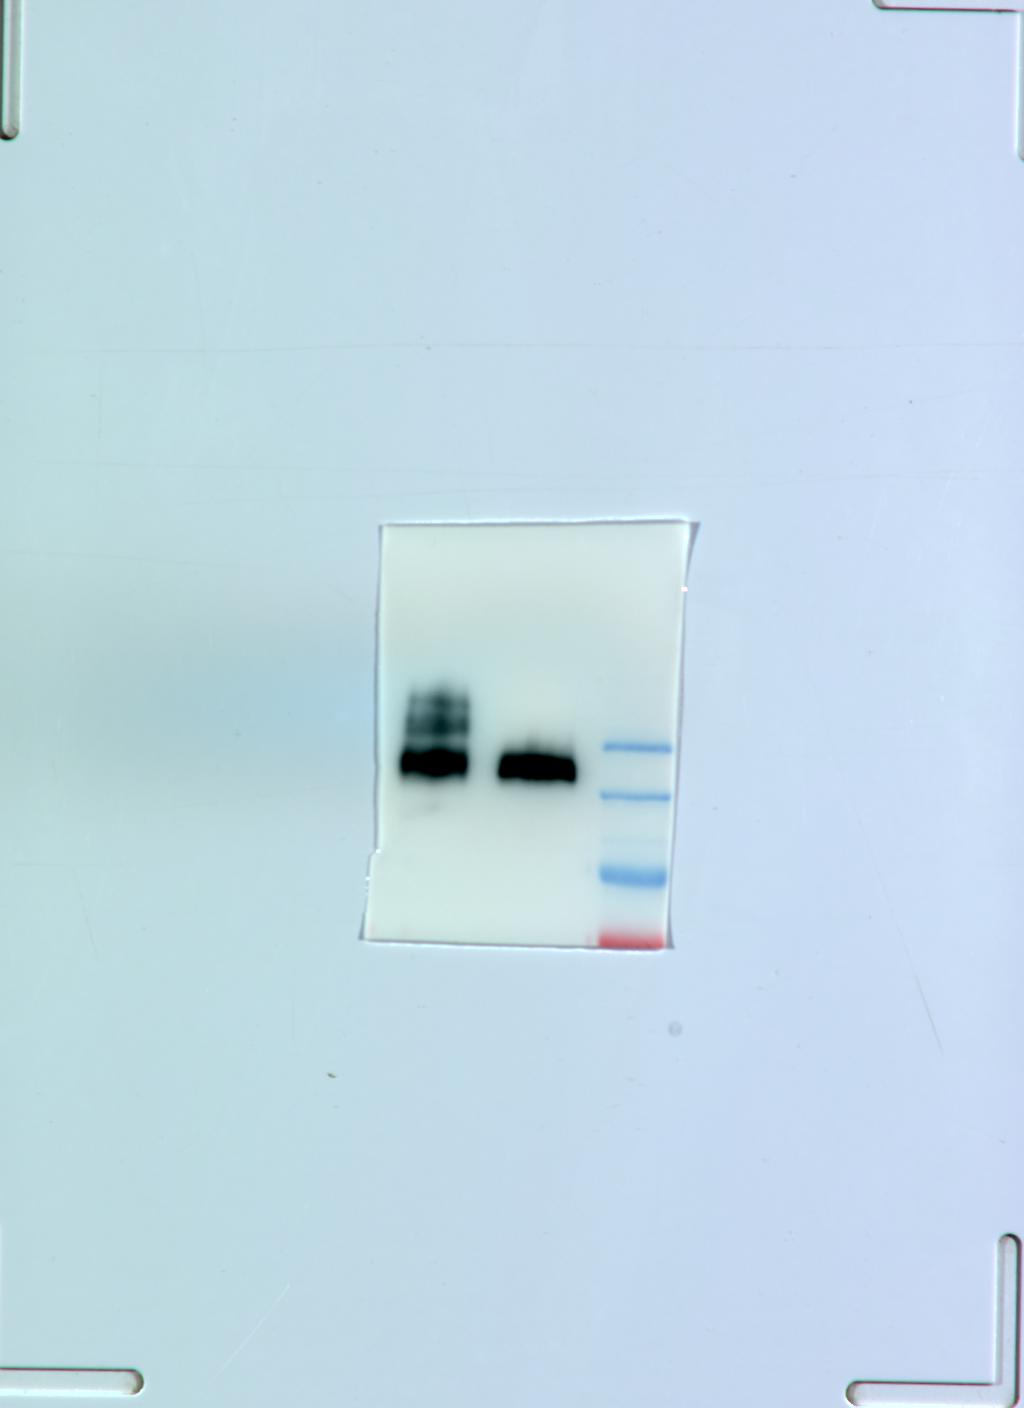

WESTERN-ANTI-TUBULIN

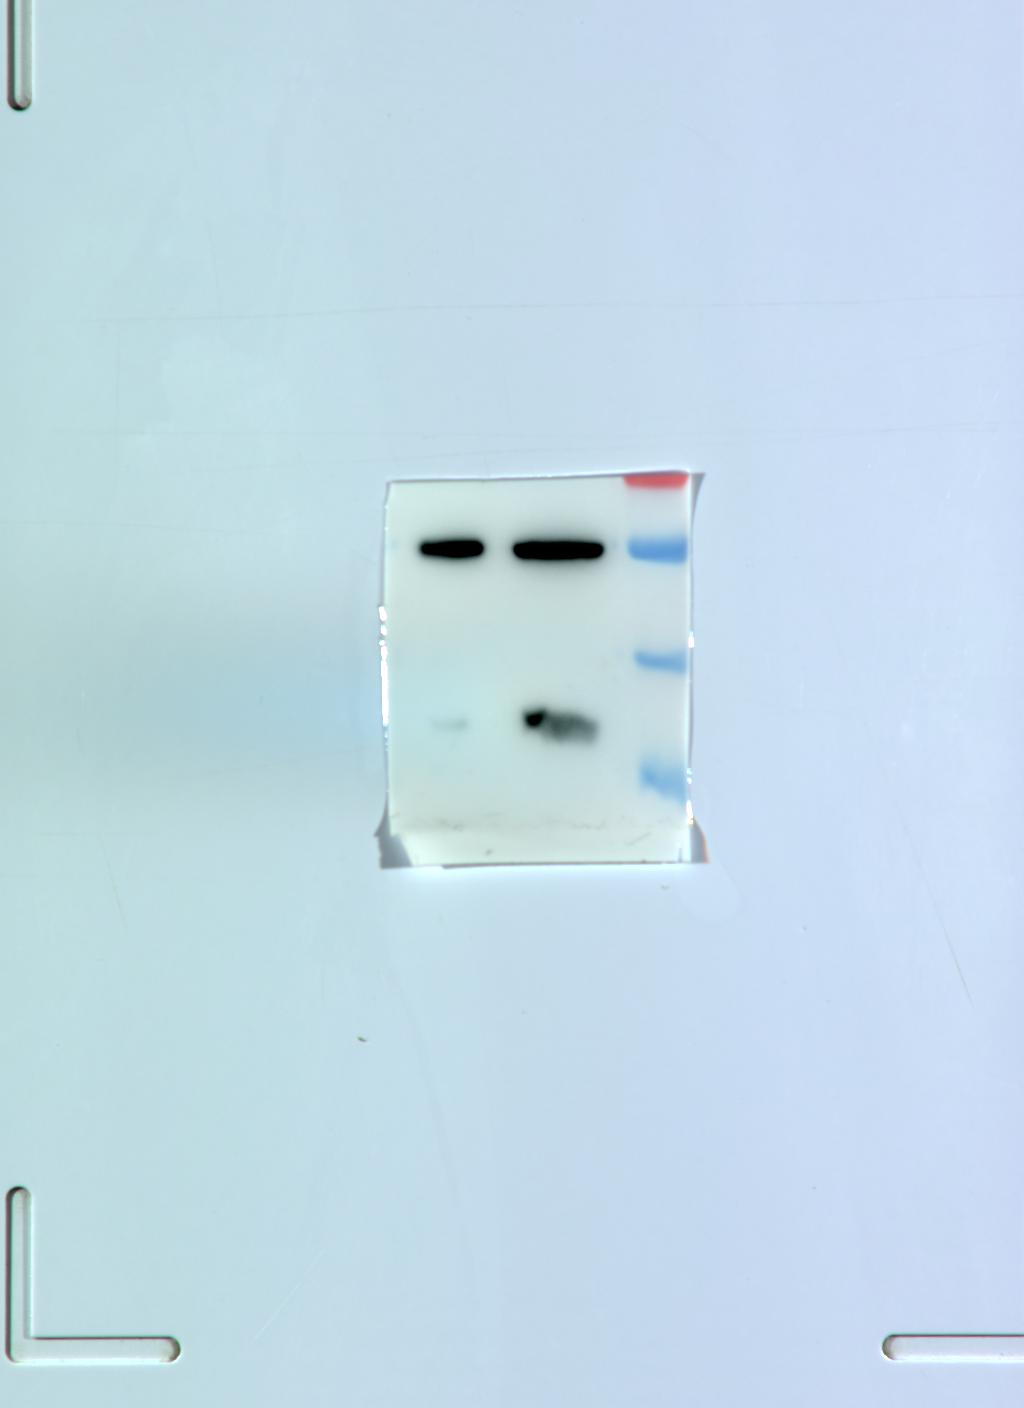

INPUT-ANTI-BRD4

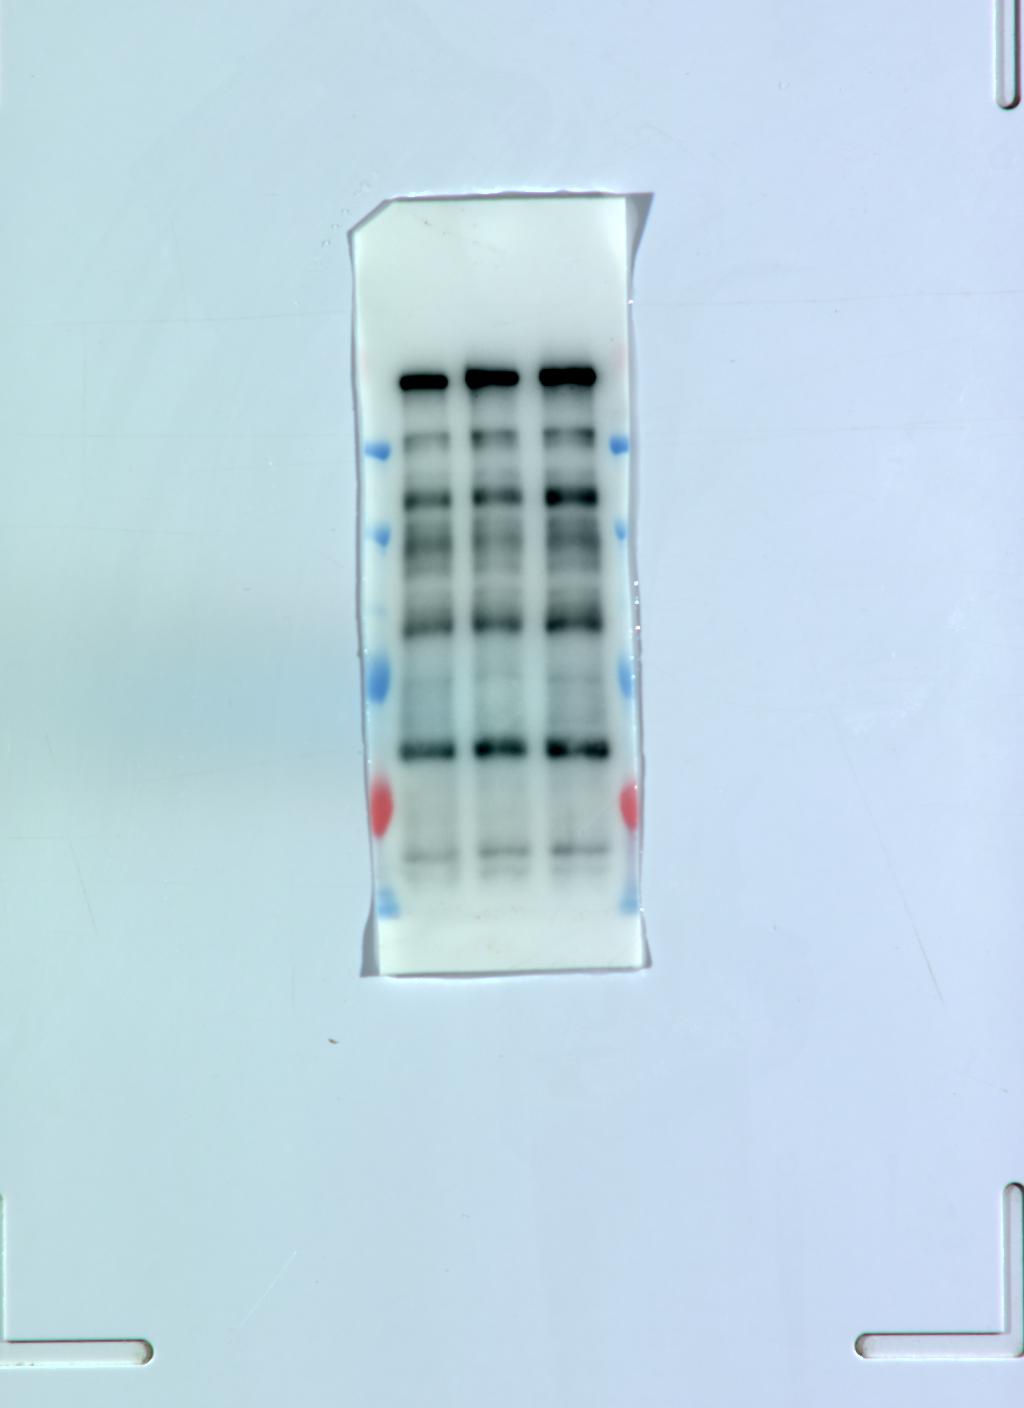

INPUT-ANTI-HDAC4

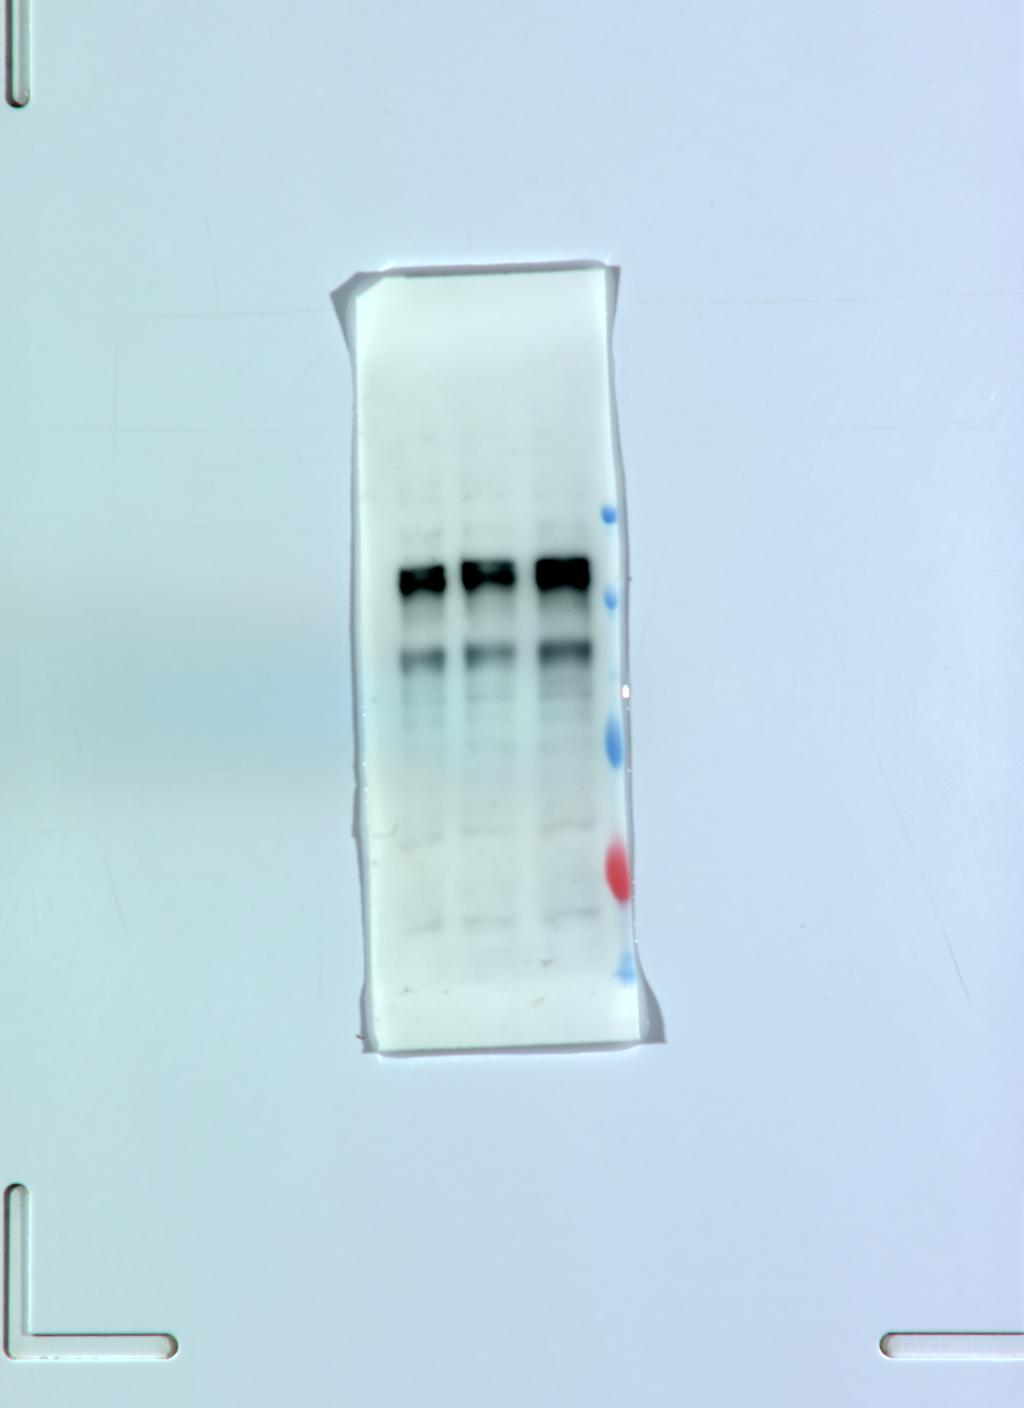

INPUT-ANTI-HA

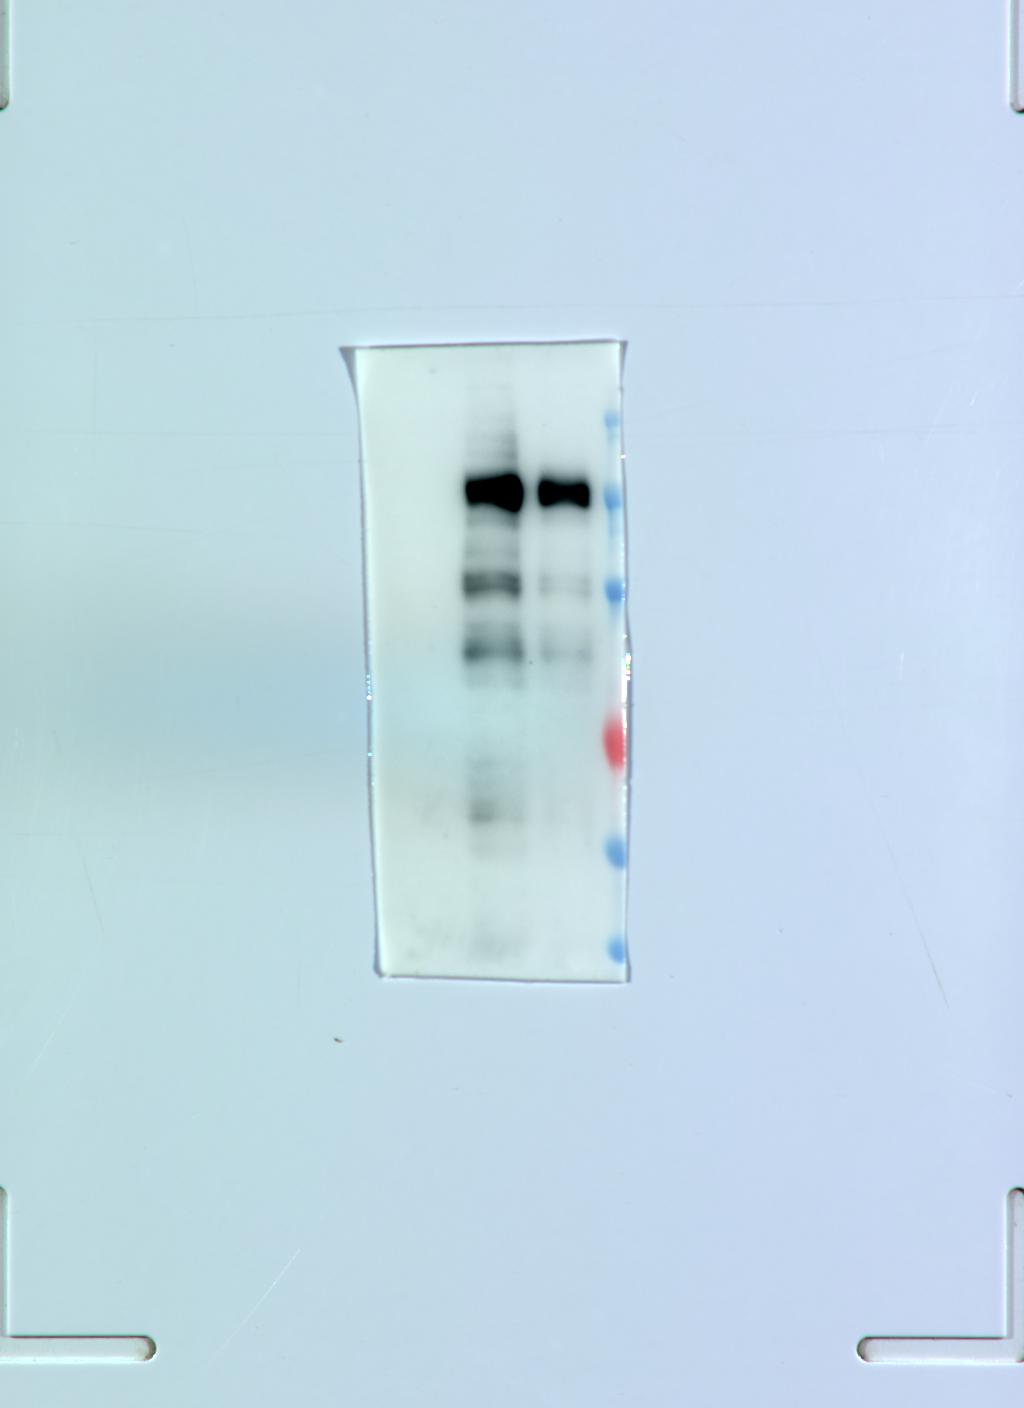

IP-ANTI-BRD4

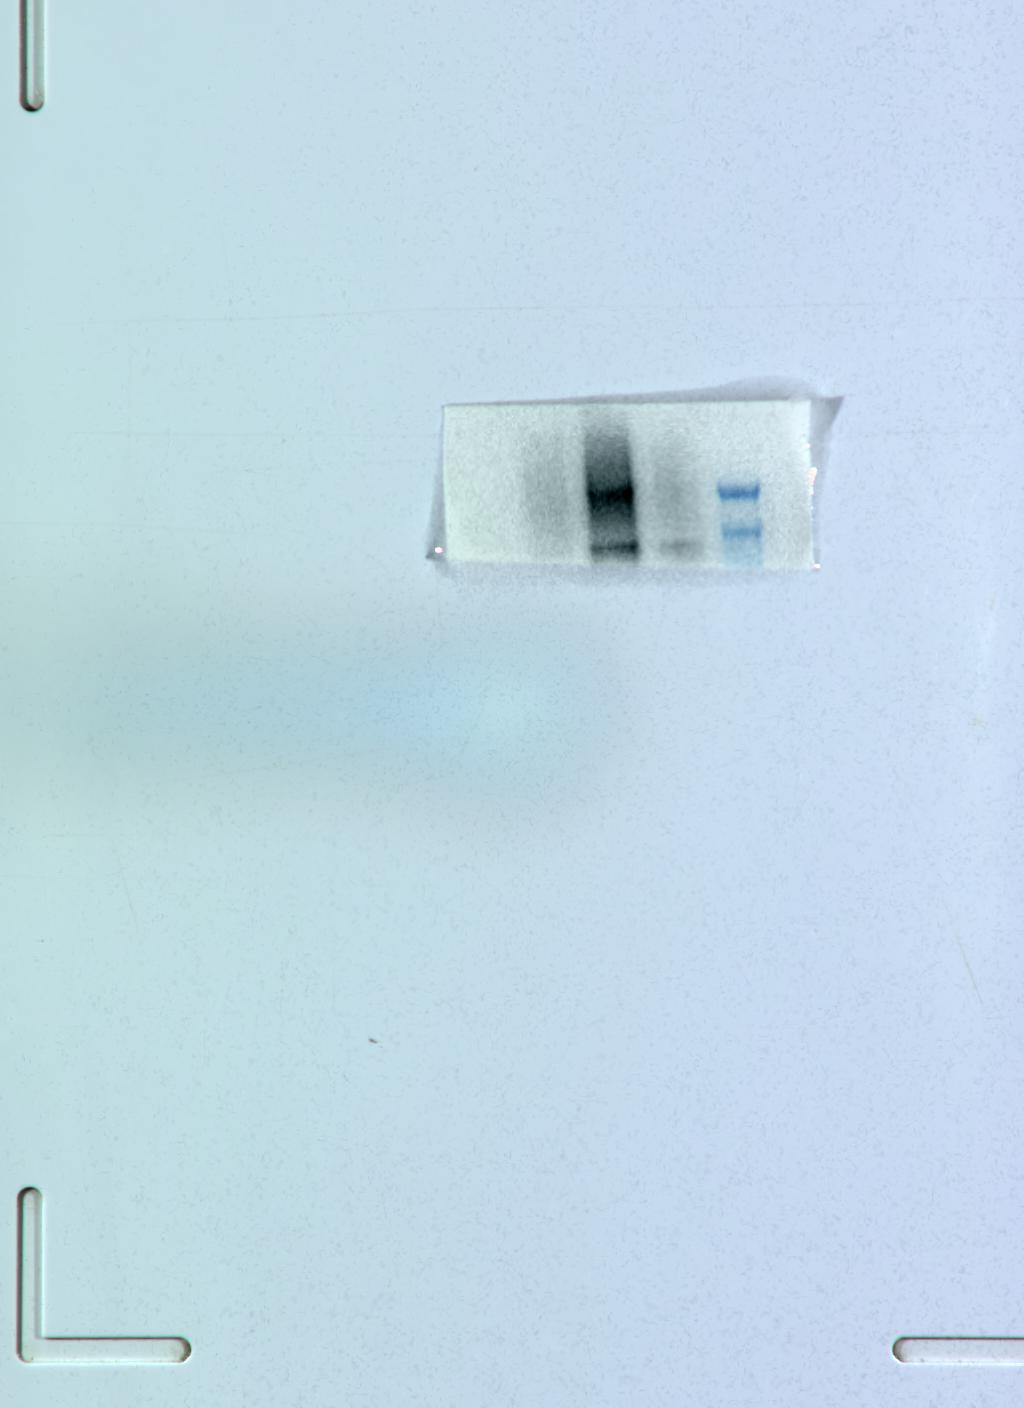

IP-ANTI-HDAC4

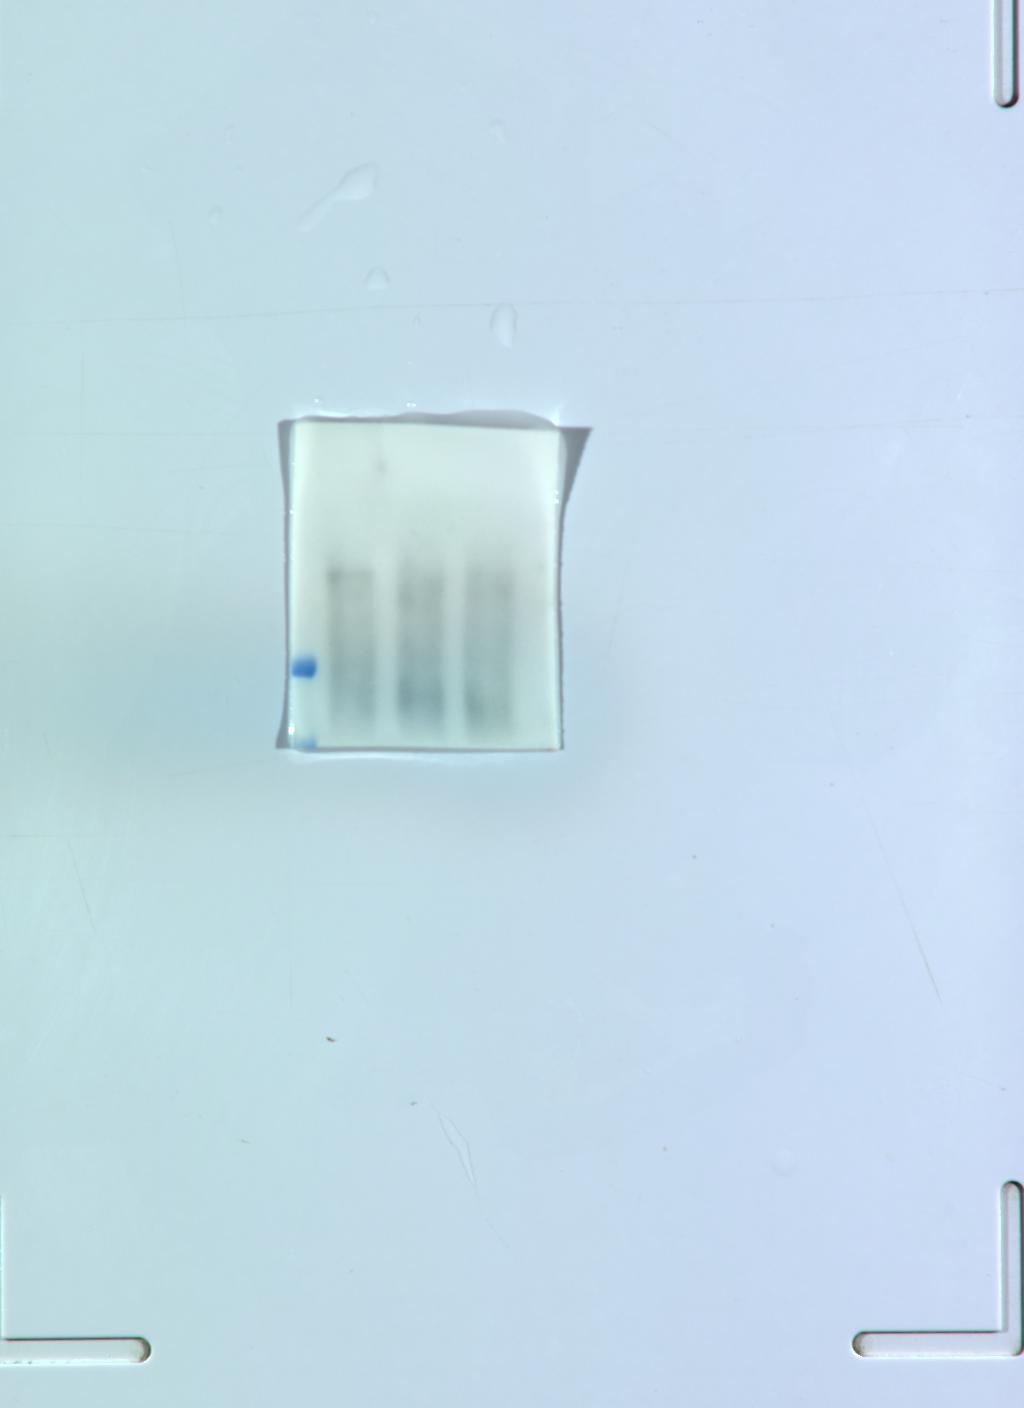

**FIGURE3:**

**PCS2:**

DAPI:

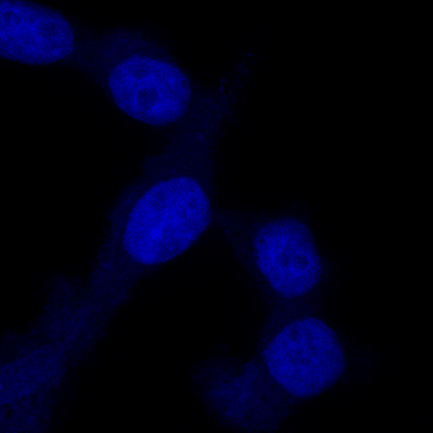

HA:

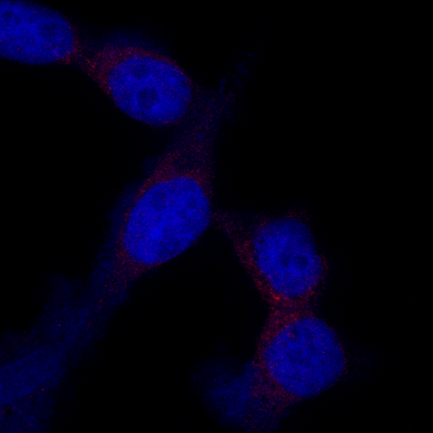

MERGE:

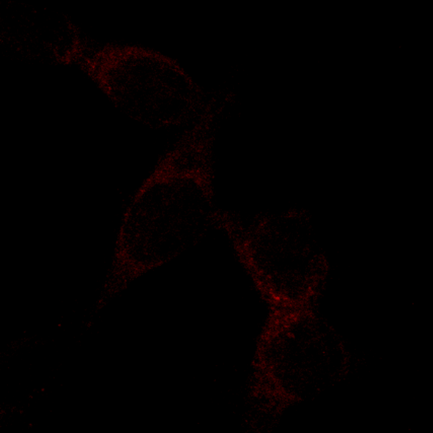

**HA-Zbtb21:**

DAPI:

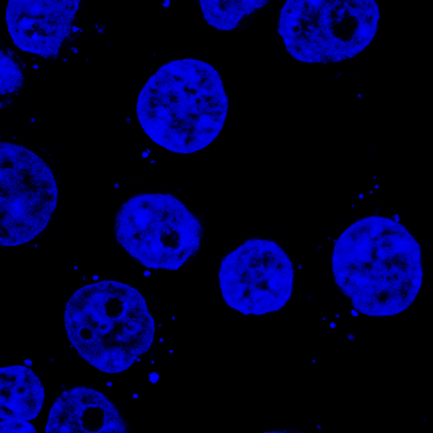

HA:

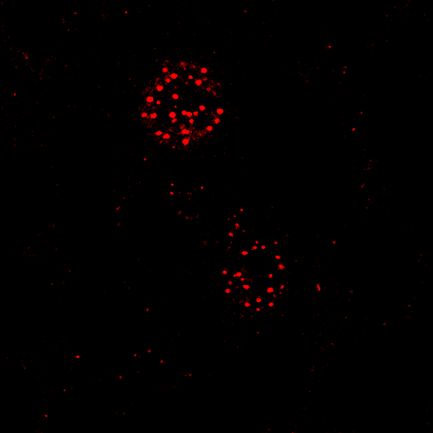

MERGE:

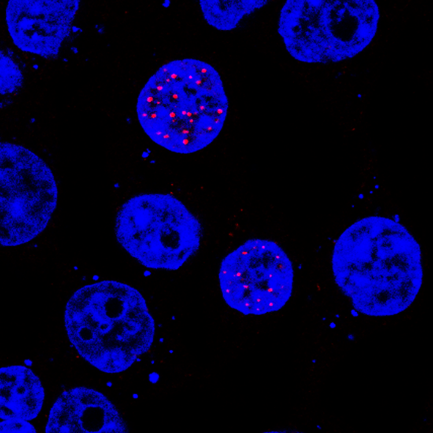

**HA-Zbtb21^K419R^:**

DAPI:

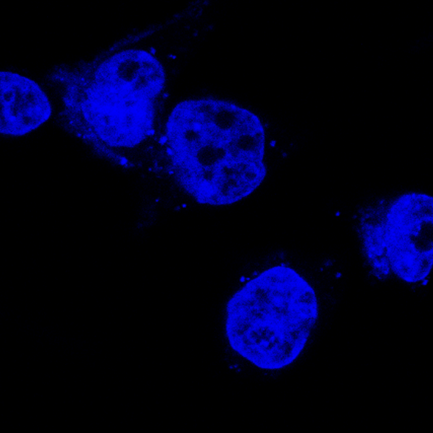

HA

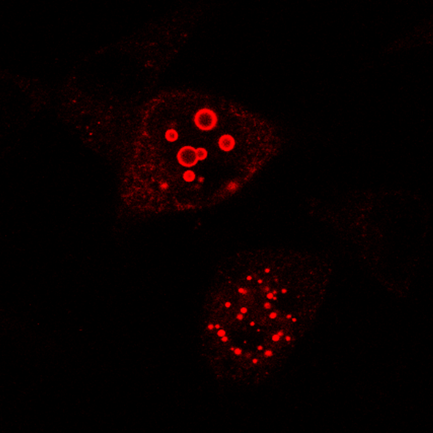

MERGE

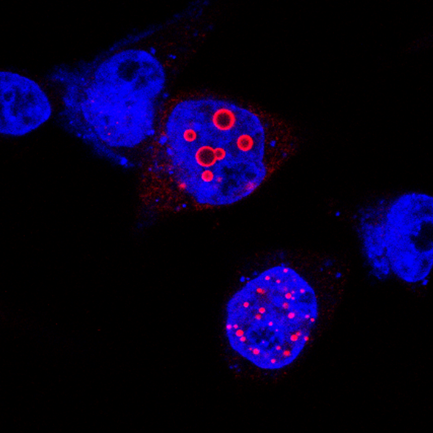

**HA-Zbtb21^K845R^:**

DAPI:

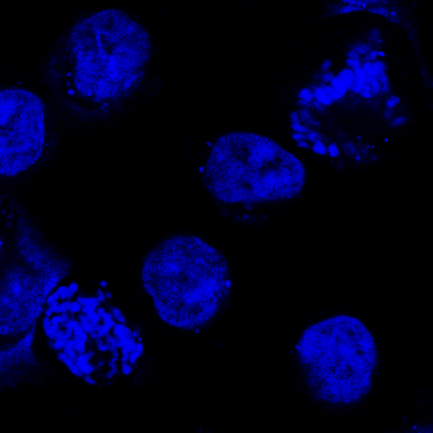

HA:

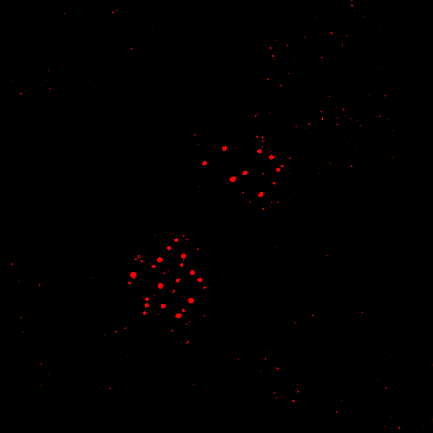

MERGE:

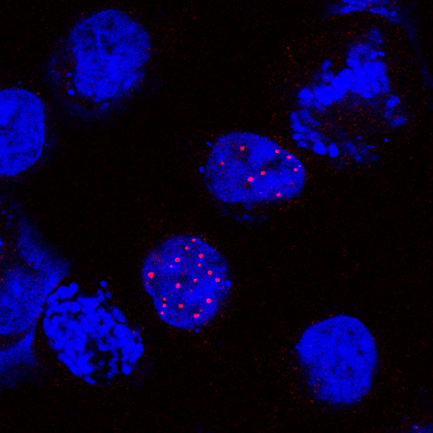

**HA-Zbtb21^K419+845R^:**

DAPI:

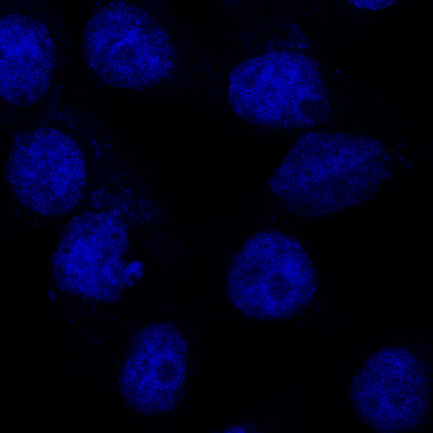

HA:

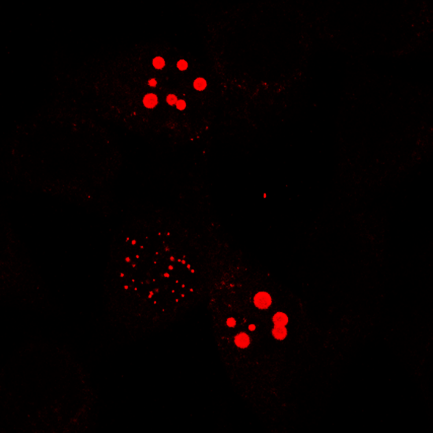

MERGE:

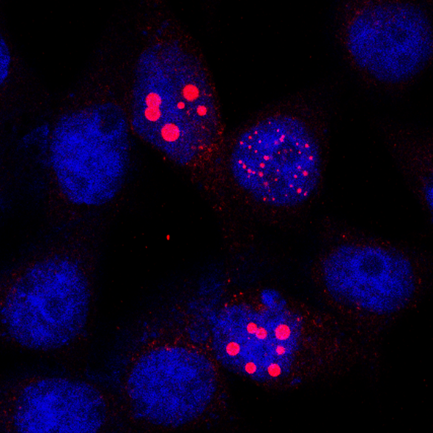

**FIGURE4:**

**IP:** **HA-Zbtb21-Zbtb14**

IP-Anti-HA

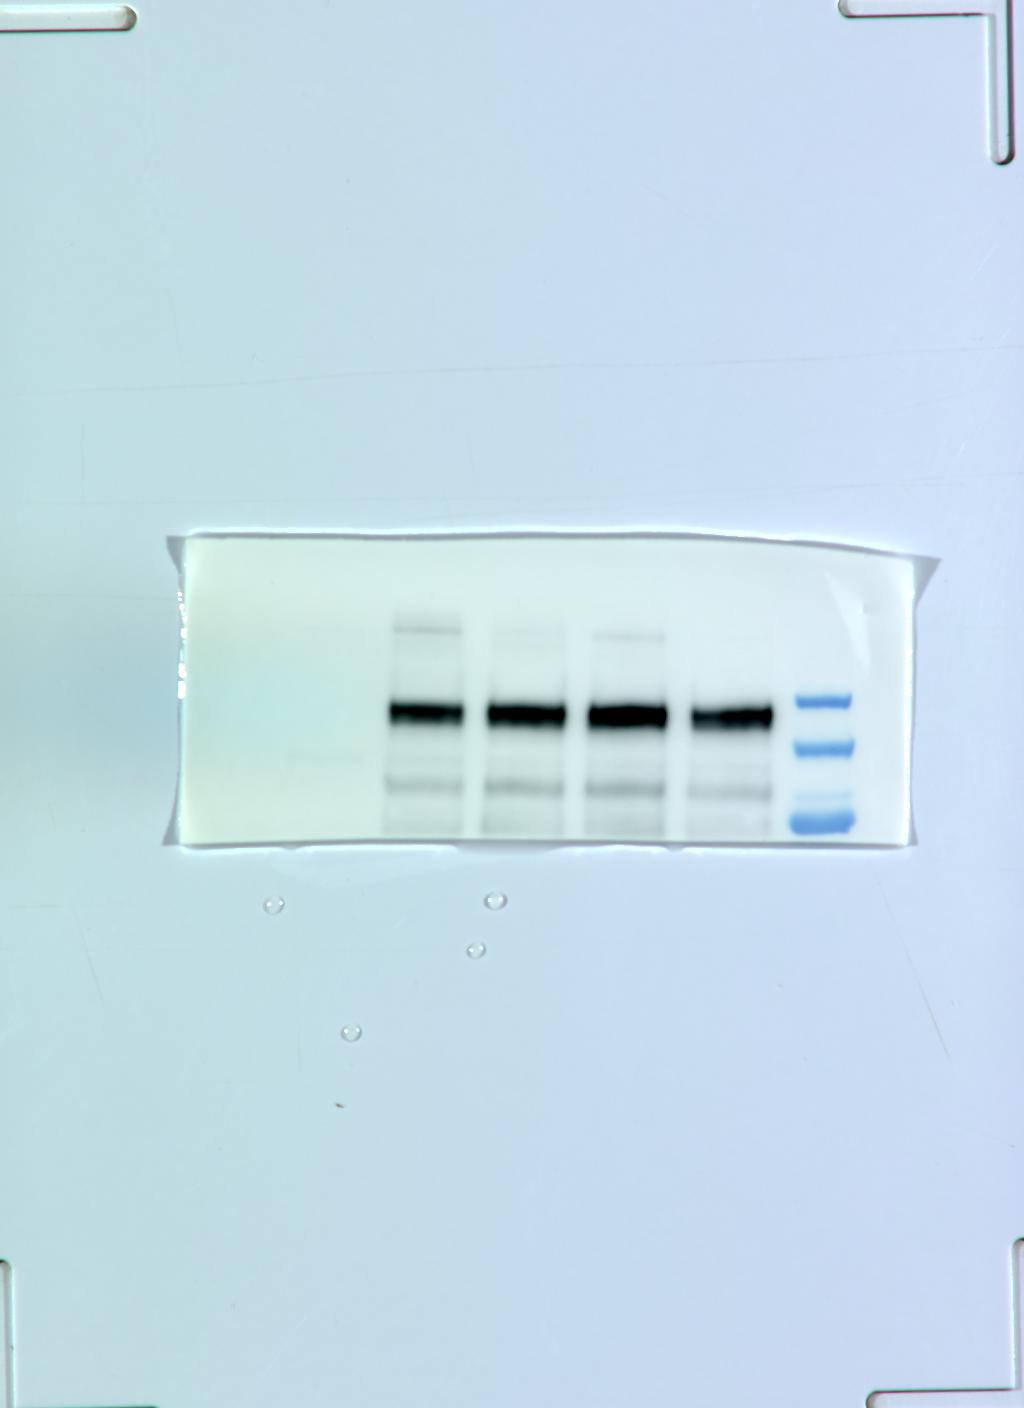

IP-Anti-FLAG

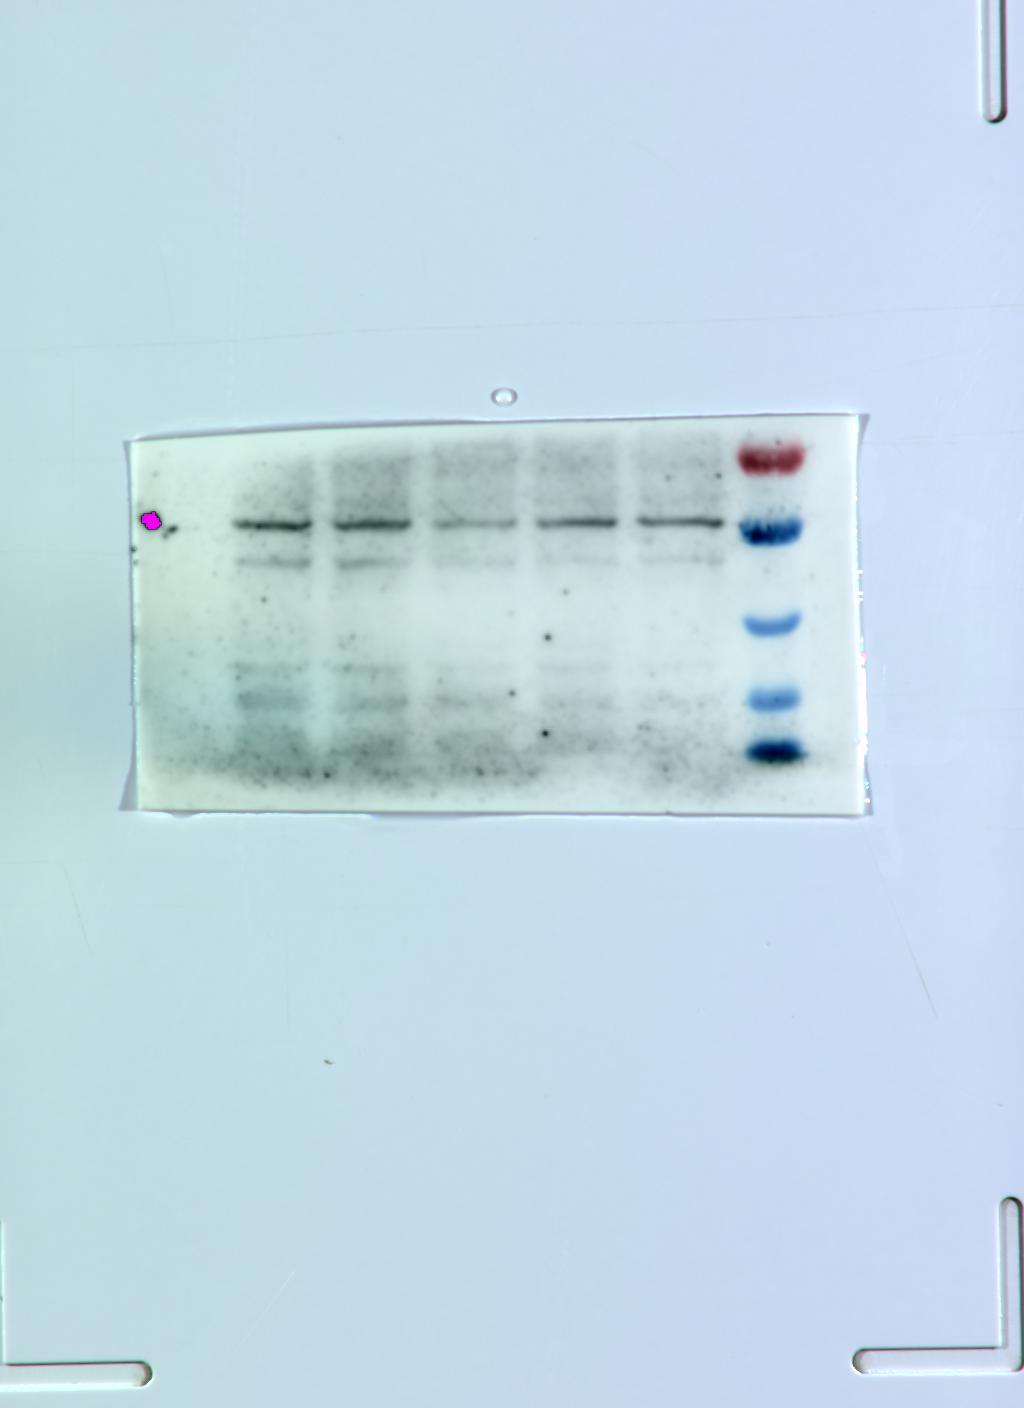

INPUT- anti-HA

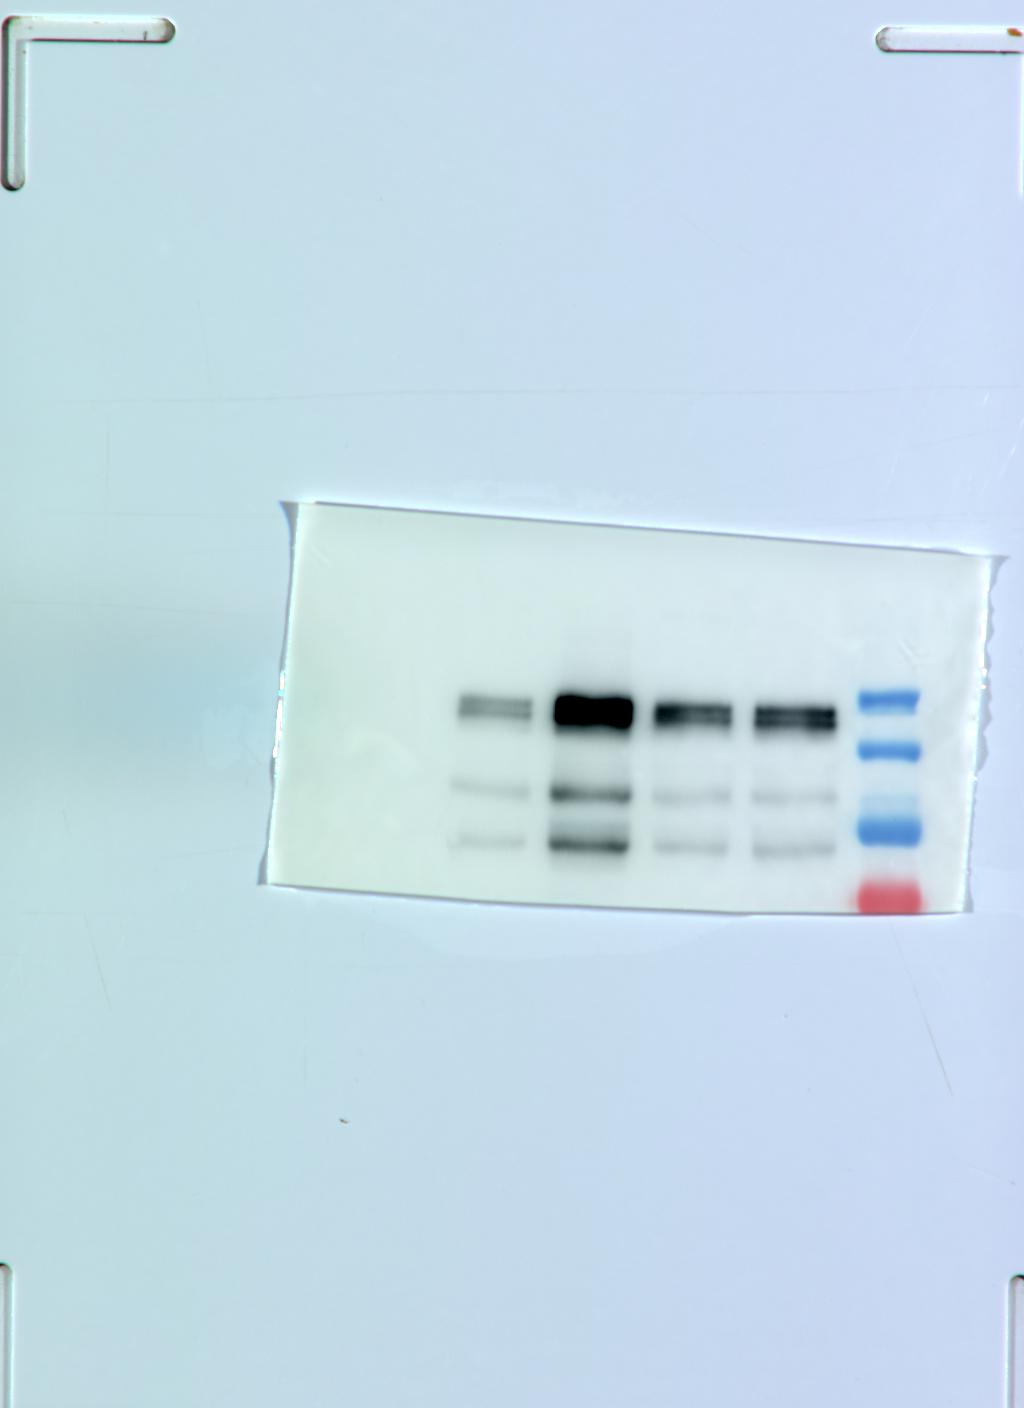

INPUT- anti-flag

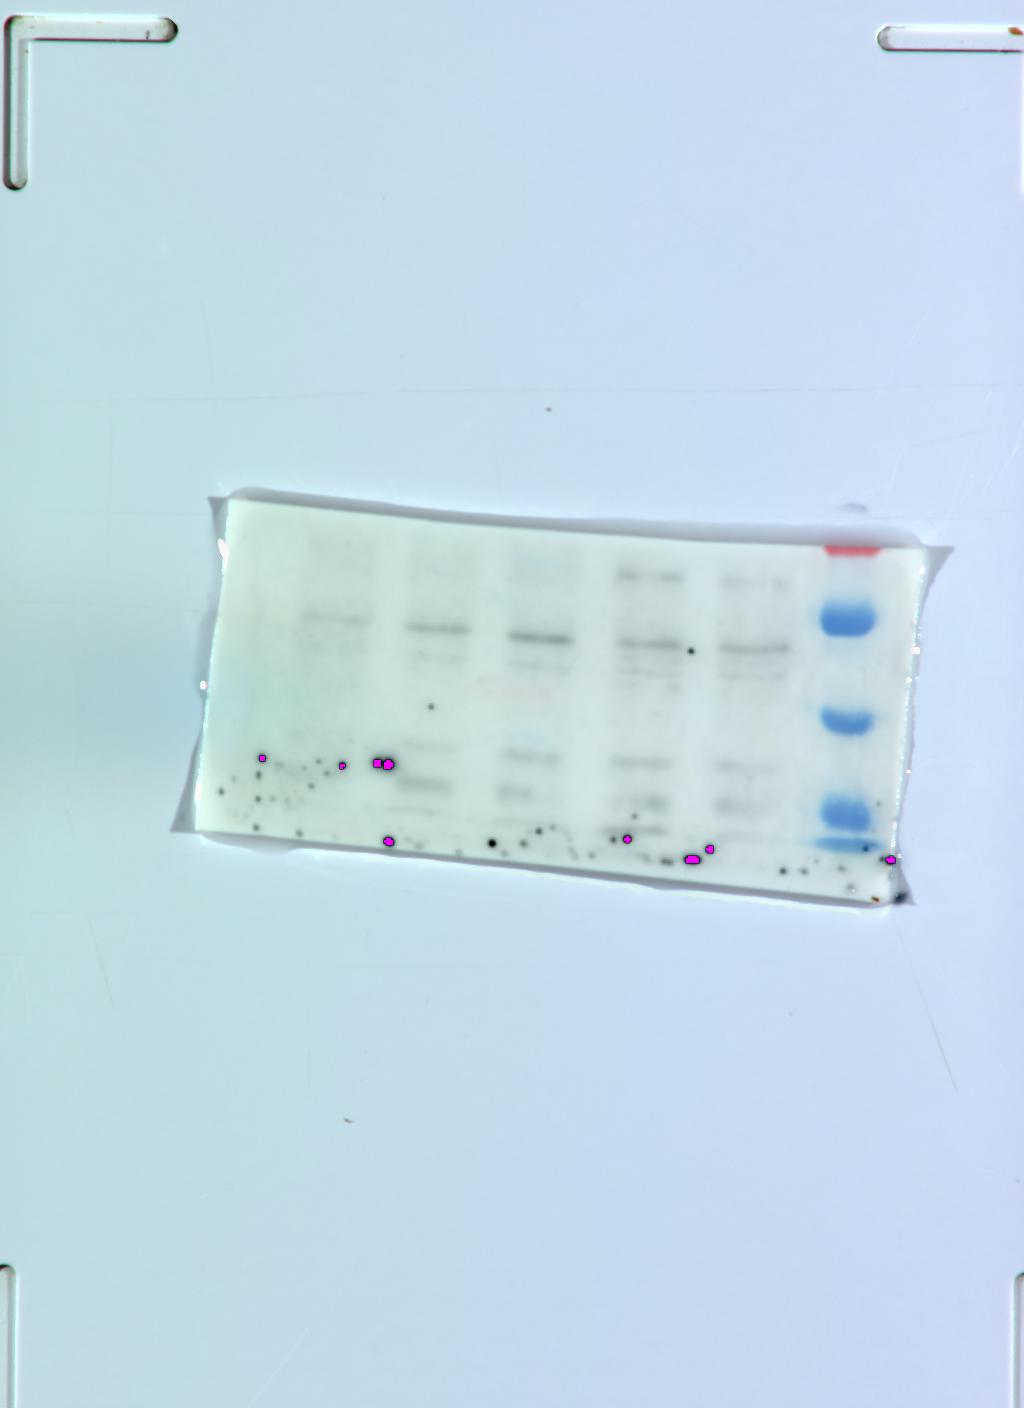

**IP: HA-Zbtb21^k419+845R^-FLAG-Zbtb21^K419+845R^**

IP-anti-HA

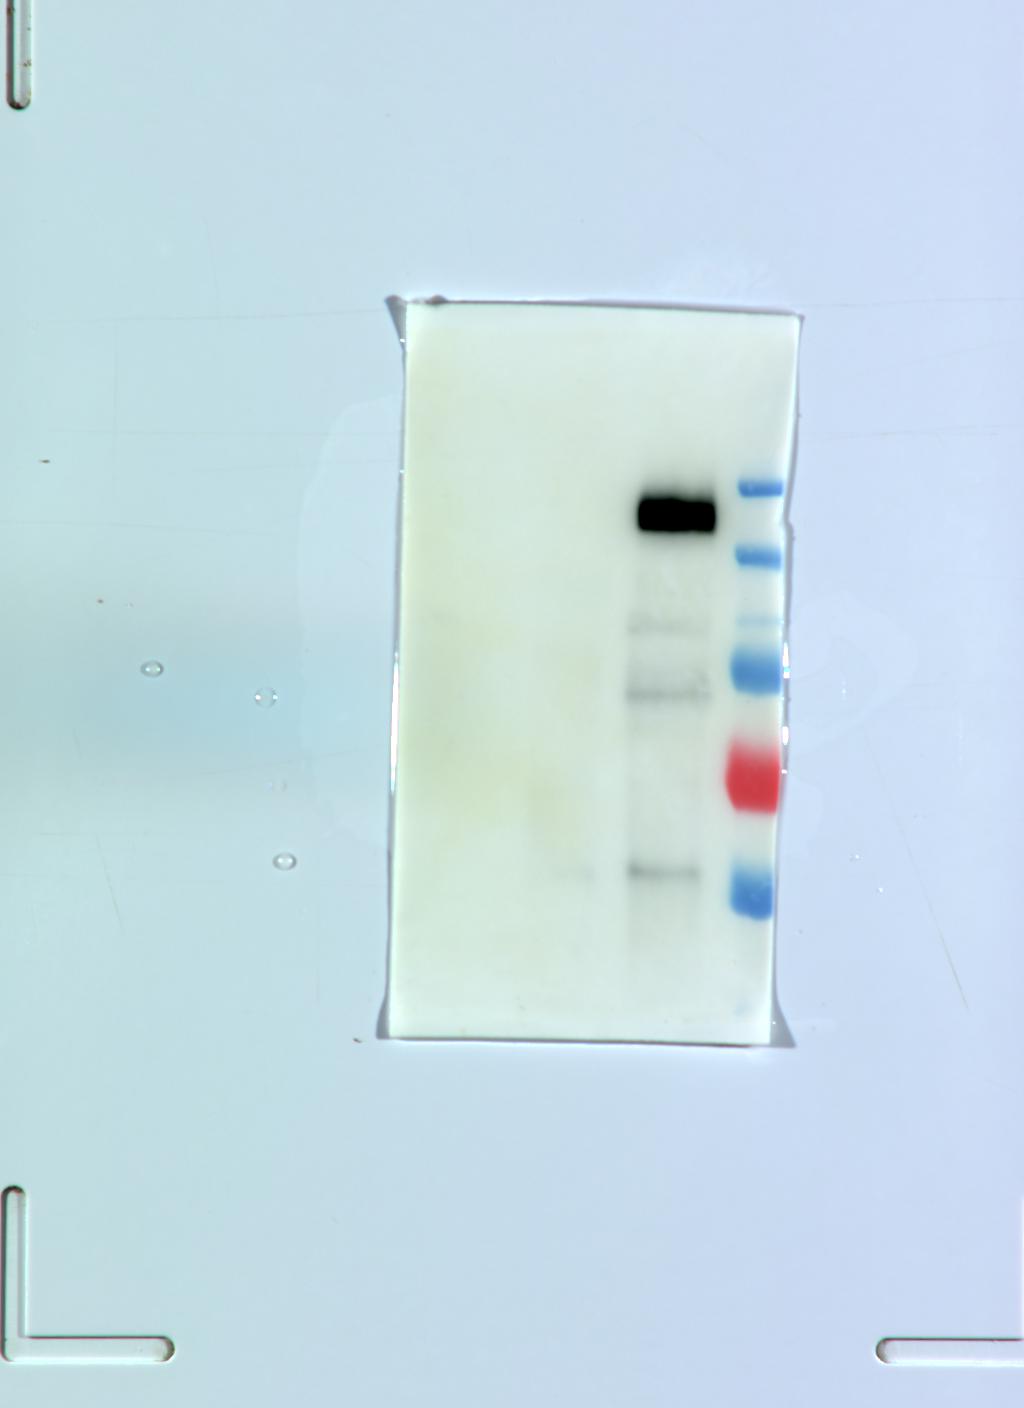

INPUT-anti-FLAG

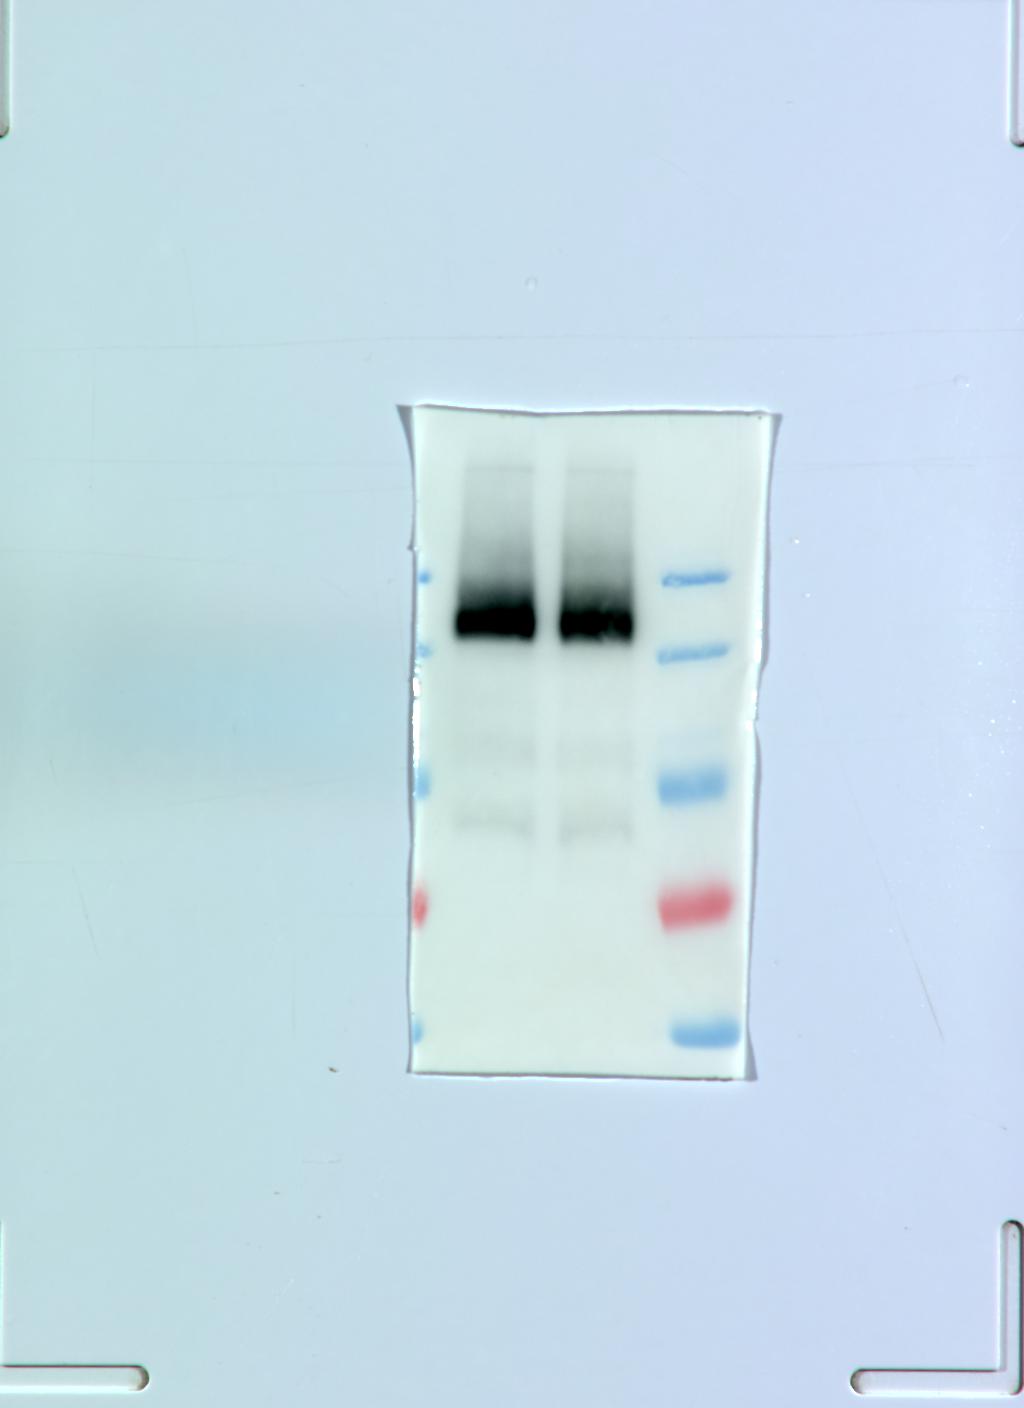

**FIGURES1:**

HU-ZBTB21-ANTI-HA

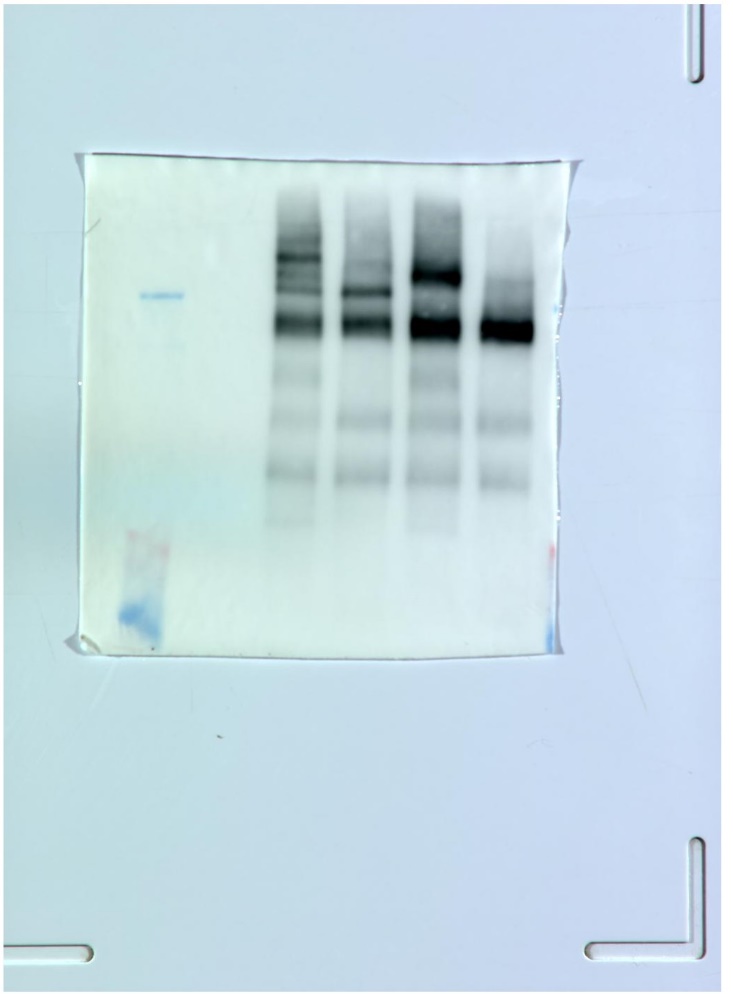

**FIGURES2:**

ANTI-HU-ZBTB21

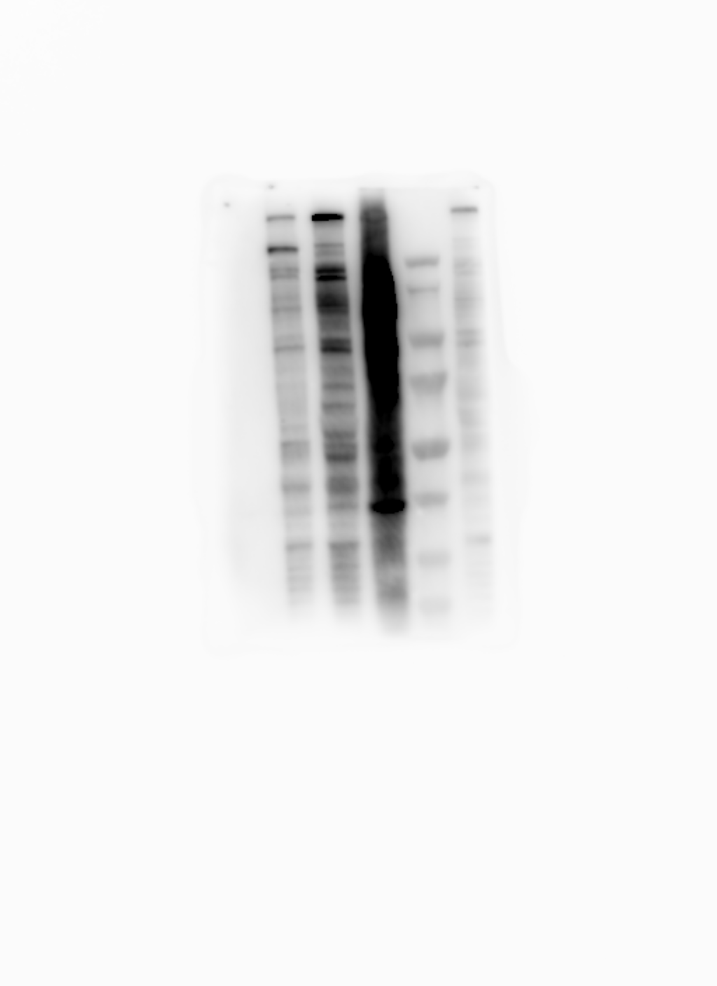

**Supplement:** Supplemental Information 1

# Supplementary material for: SUMOylation of zebrafish transcription factor Zbtb21 affects its transcription activity
**Source:** PeerJ. 2024 Apr 22;12:e17234. doi: 10.7717/peerj.17234

**Figure4A：**

**IP:** **HA-Zbtb21-Zbtb14**

IP-Anti-HA（The following is a full-length blots）

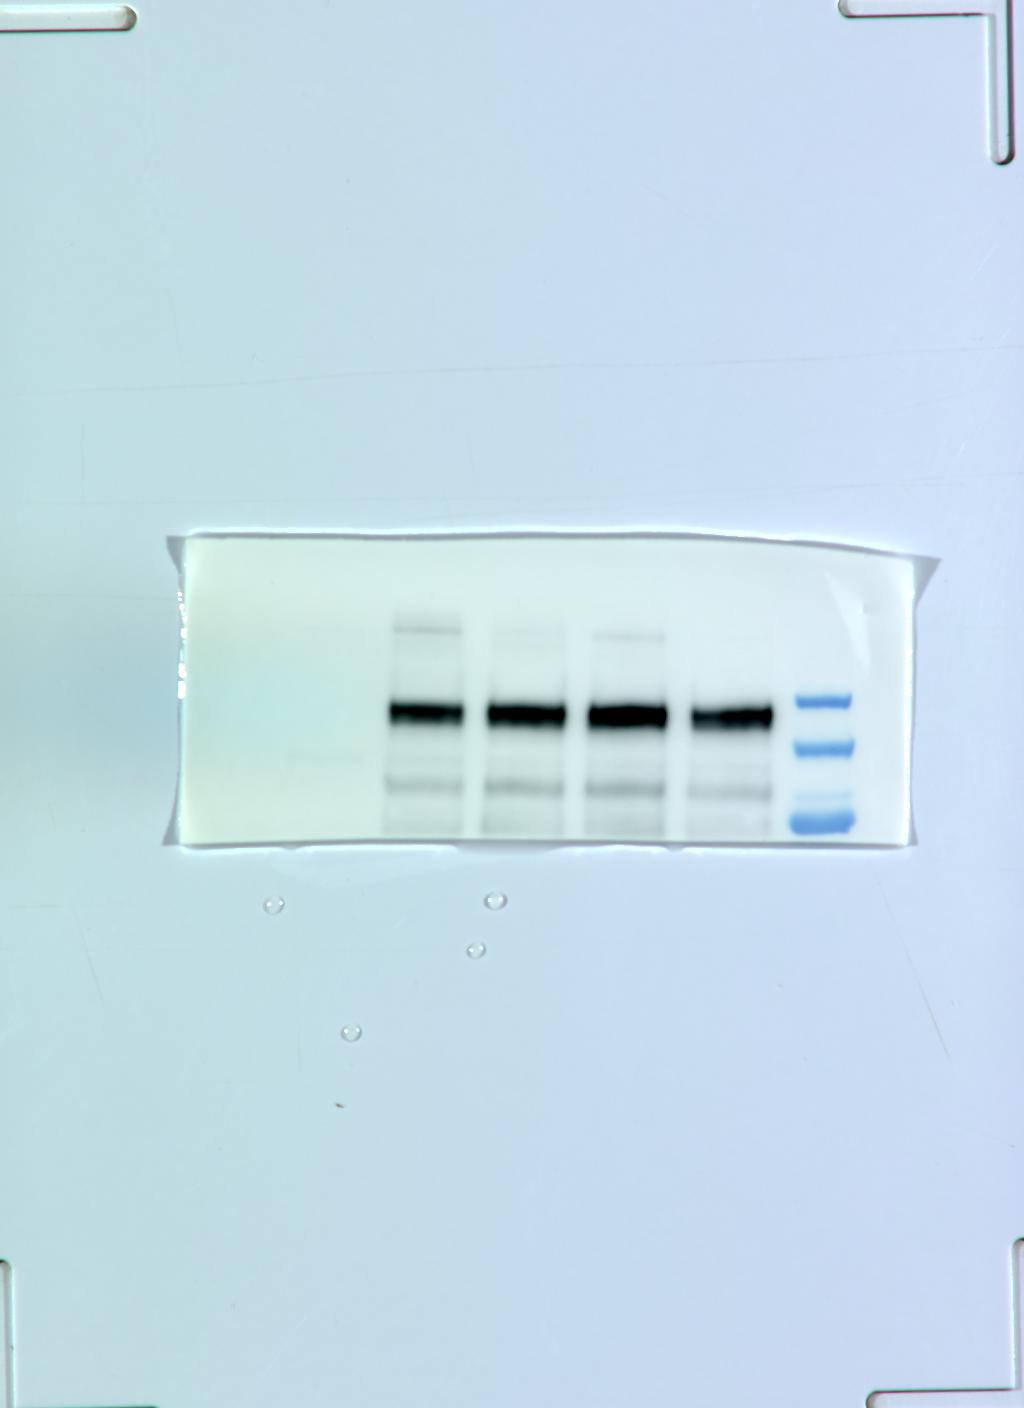

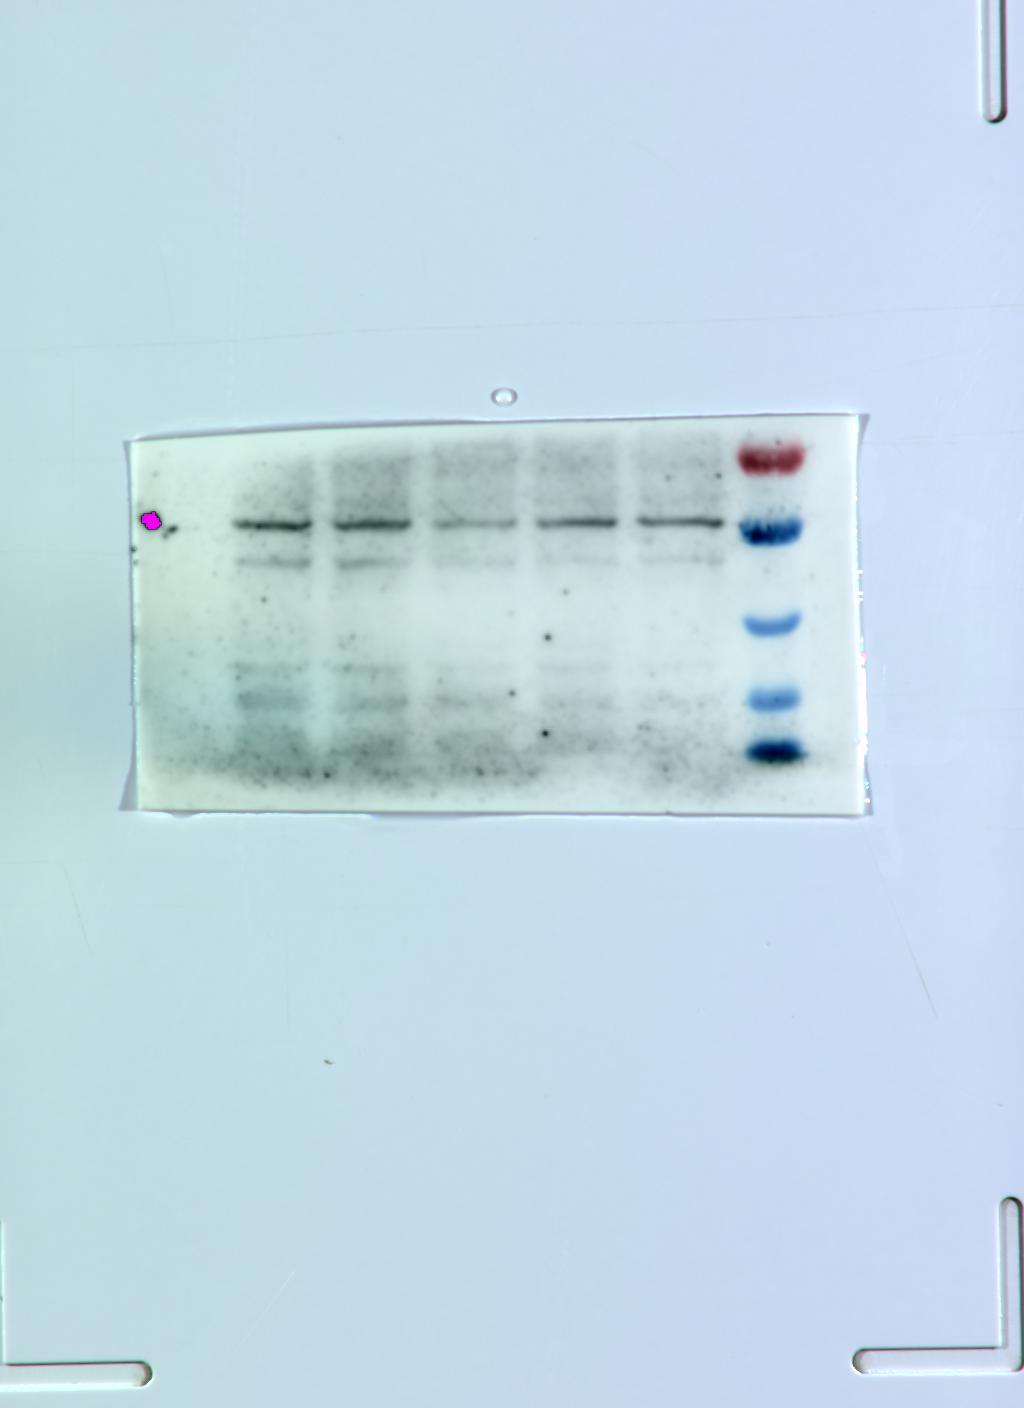

INPUT（The following is a full-length blots）

anti-HA

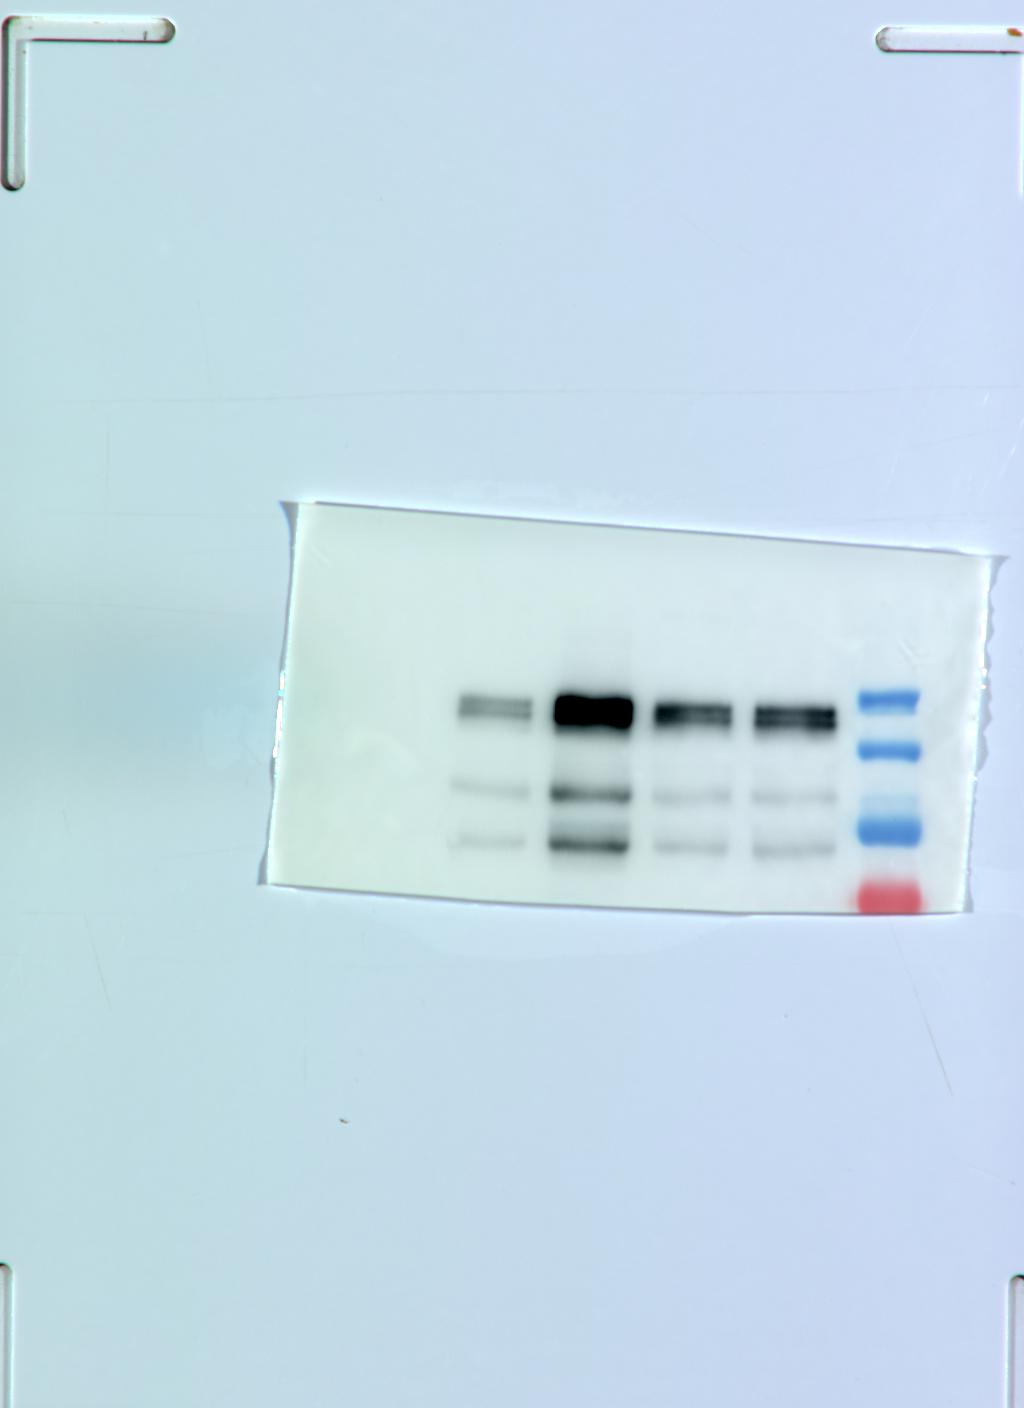

anti-flag

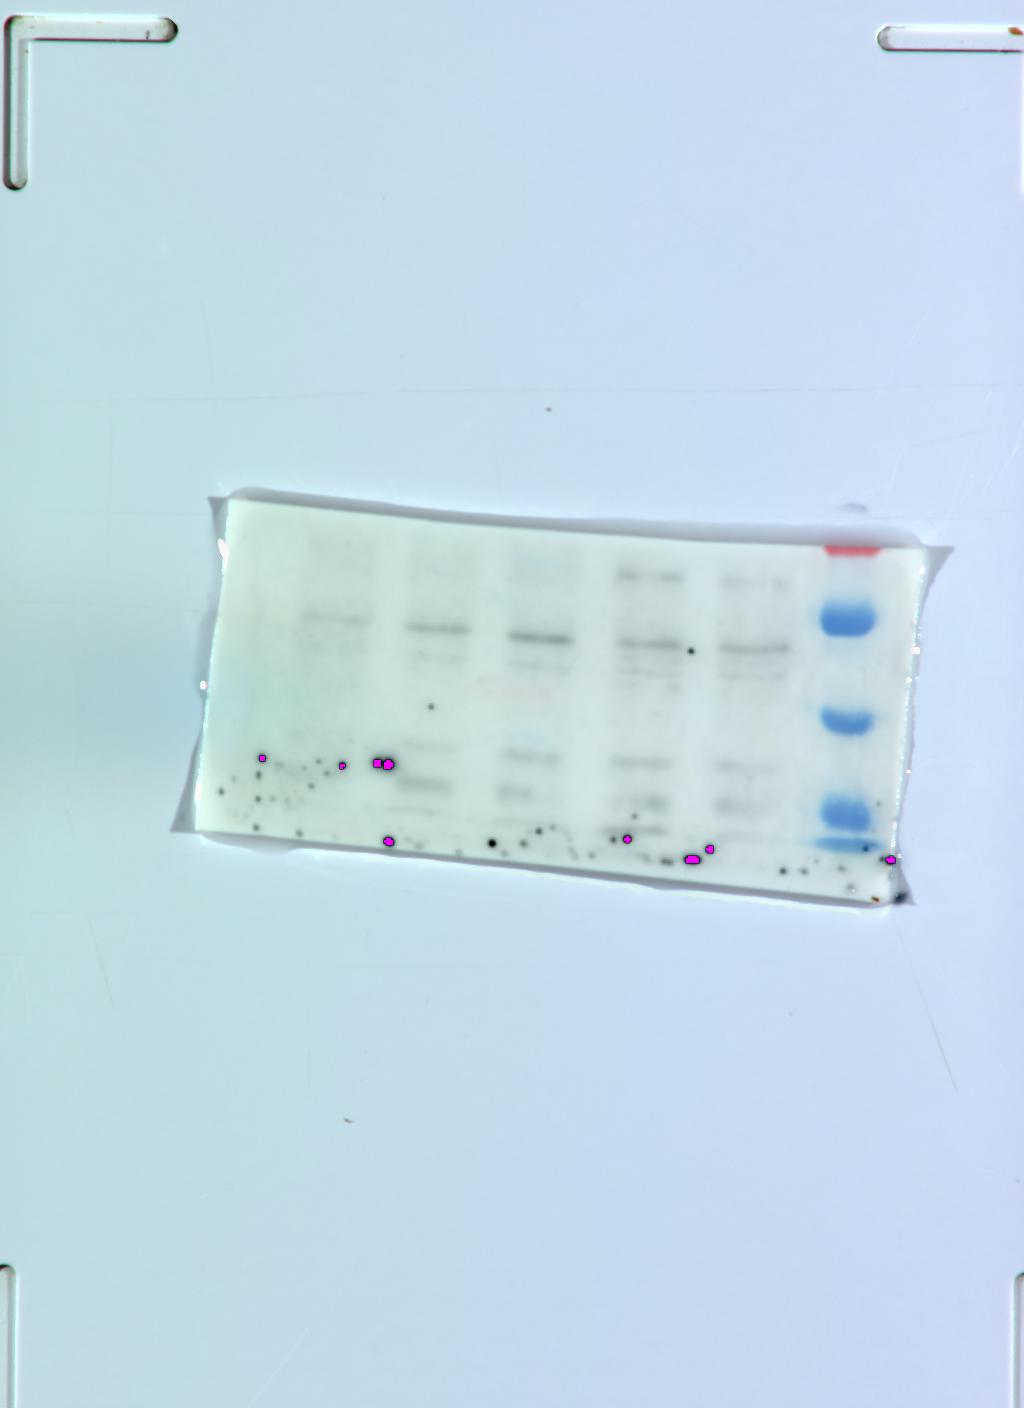

**Supplement:** Supplemental Information 3

How the deposited data were processed for this re-analysis (not part of the article)

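The data analysed were the ChIP-seq peaks of 1 library of HEK293T cells expressing the Zbtb21 K419/845R double mutant. The authors crosslinked the cells, sheared the chromatin with an enzyme, immunoprecipitated it, prepared the library with an ultralow input kit, and deposited a list of 913 peaks. The text of the paper does not name the aligner, the peak caller, its settings, the control library or the genome build.

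The deposited columns used were the score, the fold enrichment (a ratio of the reads at the summit to the expected background), and the −log10 p-value and −log10 q-value of each peak, all as the authors' peak caller gave them. In all 913 peaks the deposited score was the whole part of 10 times the −log10 p-value, so the list was scored by p and not by q. These values describe each peak within this list. The wild type profile, control libraries and RNA-seq data were not analysed here, and with 1 library no comparison between conditions was tested.

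For each peak, the number of reads at the summit and the background were solved from the fold enrichment and the p-value, taking the fold as reads plus 1 over background plus 1 and the p-value as the Poisson probability of more reads than observed. This was tested on 913 simulated peaks, of which 913 were recovered, and on 913 simulated peaks whose reads were not whole numbers, of which 0 were taken as whole. The precision of each peak is limited by these small numbers, and intervals given for shares of peaks cover counting error only.

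The positions were read as GRCh38, because 2 peaks lay beyond the chromosome ends of GRCh37, 6 beyond those of T2T-CHM13 and 0 beyond those of GRCh38, with chromosome lengths from the R package GenomeInfoDb. Peaks were joined to 59679 genes of the RefSeq annotation of GRCh38.p14 (20037 protein-coding). Windows around transcription starts had been chosen before the data were examined. Since the gene table gives no strand, windows around both gene ends took their place, and distances to the nearest gene were measured to the gene rather than to its start. A genome sequence was not used here, so the GC content and the hexamers at the summits, which had also been planned, were not computed, and exons were not told from introns. Random placements kept each peak's length and chromosome. They did not leave out unsequenced stretches, and placements kept within 1 Mb of a gene were added after the gene table was seen for that reason. Shares in exons and introns against random placements, also planned, were replaced by the share inside a gene. The placement test was tested on a simulated list in which 200 peaks were moved to gene ends, for which 0 of 200 placements gave as large a share. For the same list before the move, 19 of 200 did.

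The genes and peaks named are those of a rule set before the data were examined: the 10 peaks with the highest fold enrichment, and human genes named in the paper, of which 8 are reported and the rest are not reported here. The 5 peaks with a −log10 q-value of at least 10 were chosen after their values were seen.

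The reporter ratios of Figs. 2A–2C are the paper's values, read from Supplemental Information 2, where each experiment lists the luciferase value of every construct and its ratio to the empty vector. The double mutant and wild type Zbtb21 were compared within experiments by an exact two-sided sign-flip permutation test, with Benjamini-Hochberg adjustment over the 3 reporters. The pairing comes from the supplement, which lists all constructs of an experiment together. The paper names one-way ANOVA for comparisons among multiple groups.

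All calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The permutation tests called exact used every arrangement, and the other permutation tests used 100000 resamples. The alternatives tried were other cutoffs on q and fold, other windows and overlap rules, protein-coding genes only, assignment to the nearest gene, other ways of classing peaks, and, for the reporters, log2 ratios, no pairing, the experiments of Supplemental Information 1 only, and each experiment left out in turn.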

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

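All tests in this part were chosen after the results were seen.

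The 5 peaks with a −log10 q-value of at least 10 lay outside any annotated gene, and the paper does not discuss these positions. On chromosome 3 of GRCh38, the peak from 93470394 to 93470713 held 1607 reads at its summit, over a background of 812 reads (fold enrichment 1.98, 373 kb from the nearest gene). On chromosome 1, the peak from 125183641 to 125183868 held 472 reads over a background of 127 reads, and the peak from 125180073 to 125180392 held 105 reads over 23.0 reads. They lay 3612 and 3608 kb from the nearest gene. On chromosome 16, the peak from 46390579 to 46390912 held 228 reads over 57.5 reads, and the peak from 34588006 to 34588356 held 121 reads over 45.2 reads. No other peak in the list had a summit above 26 reads. Control reads at these positions were not analysed here, apart from the background that the peak caller gave. These 5 peaks were singled out only because their reads stood far above the rest of the list.

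The most significant peaks are also the places with the highest background. A candidate explanation is that reads of a repeated sequence were placed on one copy. It needs a high background at these positions. The lowest background among the 5 was 23.0 reads, against a median of 1.87 reads over the list and a highest value of 7.39 reads among the other 908 peaks. This high background prompted the explanation and is no independent test of it. The fold enrichment of these 5 peaks was 1.98 to 4.42, and at such folds a −log10 q-value of at least 10 needs many reads and so a high background. The explanation therefore stays open, as does binding at these positions. The sequence at these positions was not used here, and no biological explanation was tested, because the design holds 1 condition.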

How the results depend on the processing

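The alternatives below were set before the data were examined, except the cutoff at a q-value of 0.05 and the placements described as added, which were chosen after seeing the data. With 1 ChIP library, there was no replicate to leave out, and no value is given for a cutoff that left no peak on a chromosome. Planned checks of GC content and hexamers at the summits were not run, since no genome sequence was used here, and windows around transcription starts were replaced by windows around gene ends.

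The number of peaks rested on the cutoff. From 913 peaks, 27 remained at a q-value of 0.05 or less, 11 at a −log10 q-value of at least 2, 7 at a −log10 q-value of at least 5, and 10 at a fold enrichment of at least 5. Joining lines closer than 1 kb gave 912. The cutoffs leave fewer peaks by construction. For the other settings that moved a count or a share, the cause was not tested.

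The number of genes with a peak within 3 kb of an end was 197. It was 78, 309 and 593 with windows of 1, 5 and 10 kb, 93 with protein-coding genes only, 677 when the whole gene was included, and 872 or, among protein-coding genes, 822 when each peak was given its nearest gene. With windows of 2 kb it was 133. It was 2 with the peaks at a q-value of 0.05 or less, 0 with those at a −log10 q-value of at least 2, and 1 with those at a fold enrichment of at least 5. Requiring the summit or 50% of the peak inside the window changed it little (187 and 184 genes).

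The share of peaks in the windows, 17.5%, was 7.45, 12.2, 26.0 and 41.4% with windows of 1, 2, 5 and 10 kb, and 8.76% around protein-coding genes. It was 0 of the 11 peaks at a −log10 q-value of at least 2 (0%) and 10.0% of the 10 peaks at a fold enrichment of at least 5. With placements kept within 1 Mb of a gene, an added setting, the random share was 17.0% on average (95% of placements between 14.8 and 19.4%). With placements over all chromosomes by length, also added, it was 15.8% (13.5 to 18.4%). The deposited share lay inside the central 95% of all 3 kinds of placement. A share at least as large came from 187 of 1000 placements on the same chromosome and 363 of 1000 within 1 Mb of a gene. Over all chromosomes, 91 of 1000 placements reached it.

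Of the summits, 36.4% were intergenic. This was 40.3% with 1 kb in place of 3 kb for the window, and 100% for the 7 peaks at a −log10 q-value of at least 5. The remaining changes were in 8 combinations of a named gene (CDC6, HDAC1, HDAC4, HDAC5 or HDAC7) and a stricter cutoff. In these the distance to the nearest peak was longer, since stricter cutoffs leave fewer peaks. The distance from SPI1 was unchanged at a fold enrichment of at least 5. ZBTB14 and ZBTB21 have no value under the stricter cutoffs.

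In the reporter assays, the double mutant exceeded wild type Zbtb21 under every alternative run. The mean difference in the ratio to the empty vector was 0.215 for zbtb14, 0.219 for CDC6 and 0.242 for pu.1. Across the fits that each left out one experiment, it ranged from 0.186 to 0.238 for zbtb14, from 0.185 to 0.244 for CDC6 and from 0.203 to 0.276 for pu.1. Without pairing by experiment (no replicate block), exact permutation tests gave p = 0.00794 for the difference of 0.215 on zbtb14, p = 0.00866 for CDC6 and p = 0.0159 for the difference of 0.242 on pu.1, whereas the paired test with 5 experiments cannot go below 0.063. With the 4 CDC6 experiments of Supplemental Information 1, the difference was 0.200 (exact sign-flip test, p = 0.125, the smallest p that 4 experiments allow), so it did not pass 0.05, nor did the CDC6 fits that each left out one experiment, where 5 experiments cannot either. These are unadjusted p-values. With all 6 CDC6 experiments the unadjusted p passed 0.05 (0.031), and the p adjusted over the 3 reporters (0.063) did not.

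The small number of reads at the summits limits what the peak list can show. The total read count is not known, so this number cannot be put down to sequencing depth. With a median of 9 reads at a summit, 1 read more or fewer moves the fold enrichment by 0.396 at the lowest background.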

Differences from the paper's values

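The paper reports 845 genes with regulatory regions bound by Zbtb21 K419/845R, against 197 genes with a peak within 3 kb of a gene end here. Among the alternatives set before the data were examined, those within 1.5-fold of the paper's 845 were assignment to the nearest gene at any distance (872 genes), the same among protein-coding genes (822), a peak anywhere in the gene or within 3 kb of it (677), and windows of 10 kb (593). Those that did not close the gap were windows of 1, 2 and 5 kb (78, 133 and 309 genes), the summit or 50% of the peak inside the window (187 and 184), protein-coding genes with the 3 kb window (93), and the cutoffs at a −log10 q-value of 2 (0) or a fold enrichment of 5 (1).

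The paper states that the activation of the zbtb14 reporter by Zbtb21 was impaired upon loss of SUMOylation. In the ratios to the empty vector that the paper gives in Supplemental Information 2, the zbtb14 reporter was at 1.17 ± 0.0382 (SD, n = 5 experiments) with wild type Zbtb21 and at 1.39 ± 0.102 (SD, n = 5) with the double mutant. The double mutant was higher in 5 of 5 experiments, by 0.215 on average (exact sign-flip test, two-sided, p = 0.063, the smallest p that 5 experiments allow, and 0.063 after adjustment over the 3 reporters). The ratios of the single mutants were 1.33 ± 0.0665 for K419R and 1.34 ± 0.0431 for K845R (SD, n = 5 each), also above wild type on average.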

Other observations

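Among the tests in this part, those on the steps of the background, on the spread over chromosomes, on the local background by chromosome, and on the shift common to the reporters were chosen after the results were seen. The nearest-gene test was chosen before, but the range by which it is read, and its placements within 1 Mb of a gene, were set after its first values were seen. The tests of fold enrichment near gene ends and of gene number by chromosome were chosen after the peak list was opened, but before their own results. The share near gene ends and the paired reporter tests were chosen before the data were examined.

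The q-values of the Zbtb21 K419/845R list and the positions of its peaks bear on whether most peaks mark binding. If the list were mainly random fluctuation of the background, its peaks should lie no nearer to genes than random positions. The observed share within 3 kb of a gene end was 17.5%, against 14.0 to 19.0% in the central 95% of 1000 random placements. Of these placements, 187 gave a share at least as large. The share inside a gene was 57.9% against 52.0 to 58.6%, near the upper end, and 57 of 1000 placements were as large. With placements kept within 1 Mb of a gene, 430 of 1000 were as large inside a gene. The median q-value was 0.776. These values are consistent with mostly random fluctuation at a p cutoff of about 0.001. Binding away from genes stays open, and the 27 peaks at a q-value of 0.05 or less are an exception by the authors' own values. They include the 5 peaks with a −log10 q-value of at least 10, which had the highest background in the list. For these 5, reads of a repeated sequence placed on one copy remain a candidate explanation. Random positions in unsequenced or gene-free stretches could lower the random share. With placements kept within 1 Mb of a gene it was 17.0%, but as the deposited share lay inside both ranges, this could not be decided. Among the listed peaks, the fold enrichment did not differ between peaks near gene ends and the others (two-sided permutation test, p = 0.837, a difference of 0.0092 on 3.47). All of these peaks had passed the p cutoff, which removes low folds from both groups at a given background. The comparison therefore cannot decide whether binding at gene ends is stronger.

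A hypothesis is that the number of genes named by the nearest-gene rule follows from the number of peaks alone. Random placements of the 913 peaks named 855 genes on average (835 to 868 in 100 placements), against 872 with the deposited peaks. With placements kept within 1 Mb of a gene, they named 876 on average (862 to 893). With all genes, the deposited value was above every placement of the first kind and inside the range of the second. With protein-coding genes only, the deposited peaks named 822, inside the range of both kinds (781 to 826, with 3 of 100 placements as large, and 800 to 842, with 59 of 100 as large). The hypothesis stays open, since the answer with all genes depends on the kind of placement. No biological explanation was tested for this or the other patterns of the peak list, since it holds 1 condition.

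Peaks were spread unevenly over the chromosomes, from 0.127 per Mb on chromosome 15 to 0.650 per Mb on chromosome 10, with 0.493 per Mb on chromosome X. Counting error at an even density is argued against, because the chi-square over 23 chromosomes was 174, above all 10000 random draws (p = 0.0001, the smallest these draws can give). Across chromosomes, which are not replicates, peaks per Mb had a Pearson's r of 0.31 with genes per Mb (permutation test, p = 0.142, adjusted over the 2 relations 0.142) and a Spearman's rho of 0.17 (p = 0.427, adjusted 0.427). Without the 2 chromosomes farthest from the median (17 and 19) r was 0.11 (permutation test, p = 0.635, adjusted 0.635). With the median background at the peaks, r was 0.41 (permutation test, p = 0.0501, adjusted 0.10) and rho 0.36 (p = 0.0889, adjusted 0.178). Without the 2 farthest chromosomes (1 and 19), r was 0.51 (permutation test, p = 0.0165, adjusted 0.0330) and rho 0.43 (p = 0.0530, adjusted 0.106). For gene number, no relation was detectable with 23 chromosomes. For local background, Pearson's r passed 0.05 only without these 2 chromosomes and Spearman's rho in neither case, so the relation depends on the chromosomes included and stays open. The copy number of the chromosomes in these cells, and their unsequenced stretches, were not tested.

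The background of 757 peaks lay above the lowest value of 1.53 reads and below 10 reads. For 209 of them it was a whole multiple of 0.411 reads within a tolerance of 0.1%, and for the others it was not. This step was picked as the best of all steps between 0.3 and 0.6 reads, so chance must be judged by the best step too. When each of the 148 distinct levels was moved at random by up to 10%, with the peaks that share a level moved together, the best step held 90 to 129 peaks in 100 draws, and none of the draws reached 209. For these 209 peaks, whole multiples of one step are consistent with single reads of a control library scaled to the ChIP library. Background estimated in another way from whole reads was not tested and stays open. The paper does not mention a control library, and its depth was not determined, since the size of the step also depends on the window over which the control reads are counted.

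None of the 8 human genes reported here by the rule set before (CDC6, ZBTB14, SPI1, ZBTB21, HDAC1, HDAC4, HDAC5 and HDAC7) had a peak within 3 kb. The nearest peaks lay 189 kb from CDC6, 4103 kb from ZBTB14 and 12067 kb from SPI1, which encodes PU.1. The reporter assays measure promoters on plasmids, which this list of genomic positions does not cover.

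The reporter ratios in Supplemental Information 2 are the paper's values. Wild type Zbtb21 gave ratios to the empty vector of 0.778 ± 0.0991 (SD, n = 6 experiments) on CDC6 and 0.765 ± 0.0590 (SD, n = 5) on pu.1, and the double mutant 0.997 ± 0.101 (SD, n = 6) and 1.01 ± 0.104 (SD, n = 5). The double mutant was above wild type in 6 of 6 and 5 of 5 experiments, by 0.219 (exact sign-flip test, two-sided, p = 0.031, the smallest 6 experiments allow, and 0.063 after adjustment over the 3 reporters) and by 0.242 (exact p = 0.063, the smallest 5 experiments allow, adjusted 0.063). With the zbtb14 experiments included, it was higher in 16 of 16 experiments. A hypothesis is one shift common to all promoters. The paper normalized the reporter values to Renilla luciferase, so a change shared by both luciferases in cells with the mutant would cancel out. The log2 ratio of double mutant to wild type was 0.24 ± 0.08 (SD, n = 5) on zbtb14, 0.36 ± 0.21 (n = 6) on CDC6 and 0.39 ± 0.19 (n = 5) on pu.1, and did not differ between the reporters (permutation test with 100000 resamples, p = 0.371). With so few experiments, this does not exclude a difference between the promoters, so a common shift and a loss of repression cannot be told apart on CDC6 and pu.1.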
